# Interleukin-33 Signaling Controls the Development of Iron-Recycling Macrophages

**DOI:** 10.1016/j.immuni.2020.03.006

**Published:** 2020-05-19

**Authors:** Yuning Lu, Gemma Basatemur, Ian C. Scott, Davide Chiarugi, Marc Clement, James Harrison, Ravin Jugdaohsingh, Xian Yu, Stephen A. Newland, Helen E. Jolin, Xuan Li, Xiao Chen, Monika Szymanska, Guttorm Haraldsen, Gaby Palmer, Padraic G. Fallon, E. Suzanne Cohen, Andrew N.J. McKenzie, Ziad Mallat

**Keywords:** interleukins, red pulp macrophage, iron metabolism, erythrophagocytosis, interleukin-33, interleukin-33 receptor

## Abstract

Splenic red pulp macrophages (RPMs) contribute to erythrocyte homeostasis and are required for iron recycling. Heme induces the expression of SPIC transcription factor in monocyte-derived macrophages and promotes their differentiation into RPM precursors, pre-RPMs. However, the requirements for differentiation into mature RPMs remain unknown. Here, we have demonstrated that interleukin (IL)-33 associated with erythrocytes and co-cooperated with heme to promote the generation of mature RPMs through activation of the MyD88 adaptor protein and ERK1/2 kinases downstream of the IL-33 receptor, IL1RL1. IL-33- and IL1RL1-deficient mice showed defective iron recycling and increased splenic iron deposition. Gene expression and chromatin accessibility studies revealed a role for GATA transcription factors downstream of IL-33 signaling during the development of pre-RPMs that retained full potential to differentiate into RPMs. Thus, IL-33 instructs the development of RPMs as a response to physiological erythrocyte damage with important implications to iron recycling and iron homeostasis.

## Highlights

• IL-33 signaling promotes development of monocyte-derived red pulp macrophages (RPMs)
• *Il33*^*−/−*^ and *Il1rl1*^*−/−*^ mice have decreased RPMs and splenic erythrophagocytosis
• ERK activation is required for RPM development and is potentiated by hemin and IL-33
• GATA2 instructs RPM development and is aberrant in *Il1rl1*^*−/−*^ RPM precursors

## Introduction

The development of tissue-resident macrophages from yolk-sac-derived pre-macrophages (Mass et al., 2016) or bone marrow-derived monocytes (Scott et al., 2016) requires local specification by instructive signals coming from the tissue microenvironment (Amit et al., 2016, Gautier et al., 2014, Okabe and Medzhitov, 2014). This is the case for some locally generated metabolites like retinoic acid, which is required for the polarization of peritoneal macrophages, and heme, which plays an essential role in the commitment of monocytes to a pre-red pulp macrophage (RPM) phenotype, dependent on the transcription factor SPIC (Amit et al., 2016, Haldar et al., 2014, Okabe and Medzhitov, 2014). An important physiological function of RPMs is the regulation of iron metabolism through erythrocyte clearance and iron recycling. RPMs phagocytose other blood-borne particulates and express several innate immune receptors, and may therefore be involved in the regulation of immune-inflammatory responses. RPMs are also involved in type I interferon production in response to parasites (*P. Chabaudi*) and are able to cross-prime early effector T cell responses against viruses, and may therefore play a role in the defense against infections (Borges da Silva et al., 2015, Enders et al., 2020, Kurotaki et al., 2015).

Cytokines are important modulators of macrophage phenotype and function during inflammation and tissue repair (Bosurgi et al., 2017, Howangyin et al., 2016, Ip et al., 2017, Jenkins et al., 2011, Minutti et al., 2017). However, the requirement for a local source of cytokines during the homeostatic development and local specification of tissue-resident macrophages is not established (Amit et al., 2016). For example, local production of interleukin (IL)-34 in brain and skin is required for the development of microglia and Langerhans cells (Wang et al., 2012). However, in this case, IL-34 mostly acts as a local colony stimulating factor-1 receptor (CSF1R) ligand required for monocyte and/or macrophage survival and proliferation, rather than being involved in the functional specialization to the microglial or Langerhans cell phenotype. Transforming growth factor-β1 (TGF-β1) is also essential for the acquisition of microglia and Langerhans cell signatures (Butovsky et al., 2014). However, the source of TGF-β1 has not been defined, and it is still unknown whether TGF-β1 signaling is required for microglia development in a cell-autonomous manner. Furthermore, granulocyte macrophage-colony stimulating factor (GM-CSF) plays a specific role in the development of alveolar macrophages (Guilliams et al., 2013, Hashimoto et al., 2013), though it is unclear whether a specific local source of GM-CSF is required for this effect. In addition, IL-10 is essential for the control of macrophage inflammatory responses through metabolic reprogramming of macrophages, inhibition of mammalian target of rapamycin (mTOR) signaling, and promotion of mitophagy (Ip et al., 2017). IL-4 is also involved in the proliferation of tissue-resident macrophages in response to type 2 inflammation (Jenkins et al., 2011) and is required together with IL-13 for the induction of a tissue repair macrophage phenotype after type 2-mediated macrophage activation (Bosurgi et al., 2017, Minutti et al., 2017) and aseptic ischemic injury (Howangyin et al., 2016). However, those cytokines are not required for the establishment of tissue-resident macrophages under homeostatic conditions.

IL-33 is a member of the IL-1 cytokine family, which plays a crucial role in initiation and amplification of immune responses to combat injury and infection (Cayrol and Girard, 2018, Liew et al., 2016, Scott et al., 2018b). IL-33 is constitutively expressed in the nucleus of epithelial cells in barrier tissues and endothelial cells of blood vessels. On release from damaged cells, IL-33 activates many different immune cell types via its receptor, interleukin receptor-like 1 (IL1RL1, also known as ST2). However, direct roles for IL-33 activity in regulating cellular differentiation and functions of mononuclear cell functions have remained poorly understood. It has been reported that IL1RL1 is not expressed on macrophages at steady state but can be induced (Kearley et al., 2015), and IL-33 signaling has been implicated in regulating osteoclast and macrophage foam cell formation (Kiyomiya et al., 2015, McLaren et al., 2010, Velickovic et al., 2015, Zaiss et al., 2011). Recent studies have highlighted the role of stromal-derived IL-33 in the generation of a pro-tumorigenic M2-like macrophage phenotype (Andersson et al., 2018) and the role of astrocyte-derived IL-33 in promoting microglial-dependent synapse engulfment and depletion, thereby affecting neural circuit function (Vainchtein et al., 2018).

The identity of the instructive signals required for the differentiation of pre-RPMs into a mature RPM phenotype remains unknown. Given the prominent roles of cytokines in the modulation of macrophage phenotype and function, we hypothesized their potential involvement in the generation of RPMs. Here, we show that IL-33 signaling plays a previously unappreciated role in the development of iron-recycling macrophages.

## Results

We used previously validated assays of hemin-mediated induction of monocyte differentiation into an iron-recycling macrophage phenotype (Haldar et al., 2014) to survey potential roles of type 1 and type 2 cytokines on this process in the presence and absence of heme. We found that only IL-33 produced a significant increase in gene expression of markers of RPM phenotype (Figures 1A and S1A). IL-33 alone had a limited impact. However, co-stimulation of macrophages with IL-33 and hemin led to a substantial increase of hemin-induced expression of *Spic* (Figure 1A). Other prototypic genes of iron-recycling macrophages including *Treml4*, *Vcam1*, and *Hmox1* were significantly upregulated (Figure 1A), whereas the expression of *Bach1*, a transcriptional repressor of *Spic* (Haldar et al., 2014), was not altered (Figure 1A). Of note, IL-33 alone substantially induced the expression of *Lcn2* (Figure 1A), which encodes a protein (Lipocalin-2) that regulates iron transport and limits microbial growth through sequestration of iron-containing siderophores (Xiao et al., 2017), further supporting a role for IL-33 in the induction of an iron-recycling RPM phenotype. We obtained similar results with IL-33 in human CD14^+^ monocyte-derived macrophages (Figure S1B).

**Figure 1:**
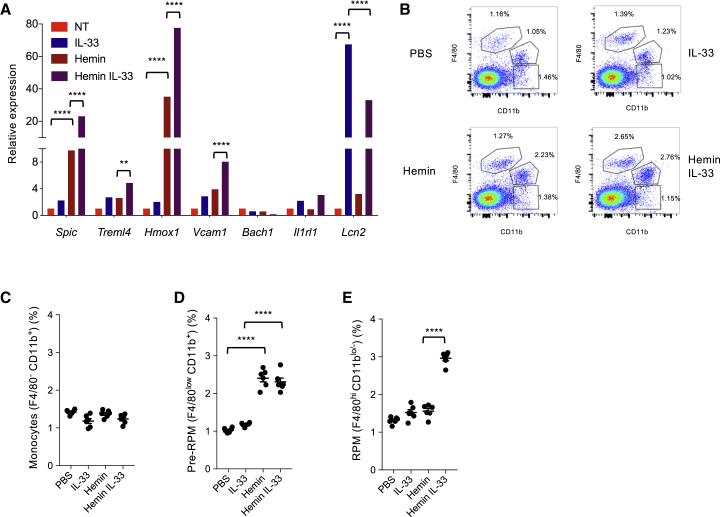
IL-33 Upregulates Hemin-Induced *Spic* Expression and Promotes the Development of a Red Pulp Macrophage (RPM) Phenotype *In Vitro* and *In Vivo* (A) Gene expression in mouse bone-marrow-derived macrophages stimulated *in vitro* for 4 days with hemin (40 μM), IL-33 (10 ng/mL), or a combination of hemin + IL-33, compared to no treatment (NT). Data represent mean ± SEM and are representative of five independent experiments. ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.001. (B–E) Representative examples (B) and quantification (among CD45^+^ CD11c^low^ Ly6G^low^ NK1.1^low^ SSC-A^low^ cells) of flow cytometry staining for splenic monocytes (CD11b^+^ F4/80^−^) (C), pre-RPMs (CD11b^+^ F4/80^lo^) (D), and RPMs (CD11b^lo/−^ F4/80^hi^) (E) in mice injected intraperitoneally once a day for 3 days with either phosphate-buffered saline (PBS), IL-33 (1 μg), hemin (500 μg), or IL-33 + hemin. ^∗∗∗∗^p < 0.001. Data representative of at least five independent experiments. Please also see Figure S1.

We then purified splenic monocytes, pre-RPMs, and RPMs, and stimulated them *in vitro* with hemin in the presence or absence of IL-33. First, we confirmed using the *Spic*^*igfp/igfp*^ reporter mice (Haldar et al., 2014) that splenic RPMs (CD11b^lo/−^ F4/80^hi^) are *Spic*-EGFP^hi^, whereas splenic pre-RPMs (CD11b^hi^ F4/80^lo^) are *Spic*-EGFP^lo/int^ (Figure S1C) and splenic monocytes (CD11b^hi^ F4/80^−^) express little SPIC (not shown). This was further confirmed by gene expression analysis on sorted populations of splenic monocytes, pre-RPMs, and RPMs, which revealed intermediate expression of RPM-associated genes in pre-RPMs compared to monocytes and RPMs (Figure S1D). This supports the previous demonstration of a developmental continuum between these three cell subsets (Haldar et al., 2014). Furthermore, we found that IL-33 had a substantial impact on hemin-induced *Spic* expression only in purified pre-RPMs (Figure S1E), with no detectable effect in splenic monocytes (Figure S1E) and splenic RPMs (data not shown). These results suggested a potential requirement of IL-33 to induce the differentiation of pre-RPMs into RPMs. To test this hypothesis *in vivo*, we treated mice with hemin, IL-33, or both, and assessed the induction of pre-RPMs and RPMs. In agreement with previous work (Haldar et al., 2014), we found that hemin administration for 3 days increased the population of CD11b^hi^ *Spic*-EGFP^lo^ F4/80^lo^ (Figures 1B–1E and S1F–S1H) pre-RPMs but was unable to induce the generation of CD11b ^lo/−^ F4/80^hi^ *Spic*-EGFP^hi^ RPMs (Figures 1B–1E and S1F–S1H). In contrast, co-administration of IL-33 with hemin led to a substantial increase of the CD11b ^lo/−^ *Spic*-EGFP^hi^ F4/80^hi^ RPMs (Figures 1B–1E and S1F–S1H).

The IL-33 receptor, IL1RL1, mediates IL-33 signaling. IL1RL1 deficiency did not alter hemin-induced gene expression in monocyte-derived macrophages *in vitro*, but completely abrogated IL-33-dependent upregulation of *Spic* and other RPM-associated genes (Figure S2A). To address the requirement of IL1RL1 in RPM development *in vivo*, we analyzed IL1RL1-deficient mice (Figure S2B for IL1RL1 expression on RPMs) at different time points. We found that both the percentage of RPMs (Figure 2A) and SPIC expression (Figures S2C and S2D) increased with age from neonatal days 1 and 2 to 4 weeks or 6 weeks of age in wild-type (WT) mice. IL1RL1 deficiency had no impact on RPM number in neonates but resulted in a significant ∼50% and ∼80% reduction in RPM number compared to WT mice at 6 and 42 weeks of age, respectively (Figures 2A and S2E). This was supported by a substantial reduction of F4/80^+^ staining in spleen sections of IL1RL1-deficient mice compared to WT mice at 42 weeks (Figure 2B). There was no impact of IL1RL1 deficiency on other splenic cell types (Figure S2F) or liver Kupffer macrophages (data not shown). Consistent with these data, we found that treatment of adult *Spic*^*igfp/igfp*^ reporter mice with murine soluble IL1RL1-Fc fusion protein for 6 weeks, to block IL-33 signaling, significantly reduced the percentage of *Spic*-EGFP^hi^ CD11b^lo/−^ RPMs (without affecting pre-RPM number) in comparison with mice that received murine IgG1 (Figures 2C). We then generated mixed bone marrow chimeras (50% CD45.2 WT or 50% IL1RL1-deficient CD45.2 bone marrow + 50% CD45.1 WT bone marrow into irradiated CD45.2 WT mice) to address the cell-autonomous requirement of IL1RL1 expression in bone-marrow-derived monocytes for their differentiation into RPMs (Figure S3A). We found that splenic monocytes and pre-RPMs were generated at similar frequencies from the CD45.1 and CD45.2 bone marrow, under the basal state or after combined hemin and IL-33 stimulation, whatever the status of IL1RL1 expression (Figure S3B). By contrast, most RPMs in the 50% CD45.2 IL1RL1-deficient + 50% CD45.1 WT group originated from the CD45.1 bone marrow (Figure S3C), indicating a profound alteration of RPM generation in the absence of IL1RL1 expression in monocytes and pre-RPMs. We also lethally irradiated CD45.1 WT mice and reconstituted them with CD45.2 bone marrow originating from either WT or IL1RL1-deficient mice. Similarly, we found a marked defect in RPM generation from the CD45.2 IL1RL1-deficient bone marrow compared to CD45.2 WT bone marrow (Figures S3D–S3F).

**Figure 2:**
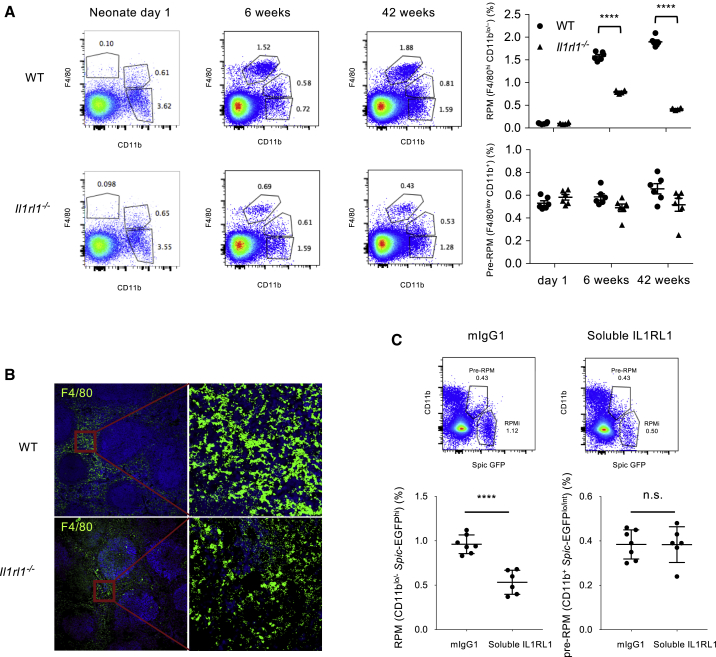
IL1RL1 Signaling Controls the Development of Splenic Red Pulp Macrophages (RPMs) (A) Quantification (percentage among CD11c^low^ Ly6G^low^ NK1.1^low^ SSC-A^low^ cells) of splenic pre-RPMs (CD11b^hi^ F4/80^lo^) and RPMs (CD11b^lo/−^ F4/80^hi^) in neonates (Day 1), young (6 weeks), and old (42 weeks) WT and *Il1rl1*^*−/−*^ mice. Each dot represents a separate mouse. ^∗∗∗∗^p < 0.001. (B) Staining of RPMs (F4/80 shown in green) in spleen sections of 42-week WT and *Il1rl1*^*−/−*^ mice. (C) Flow cytometry staining and quantification of splenic RPMs (CD11b^lo/^*Spic*-EGFP^hi^) and pre-RPMs (CD11b^+^*Spic*-EGFP^lo/int^) (percentages among CD11c^low^ Ly6G^low^ NK1.1^low^ SSC-A^low^ cells) after 6 weeks of treatment of *Spic*^*igfp/igfp*^ reporter mice with control murine IgG1 (mIgG1) or soluble IL1RL1-murine Fc fusion protein (soluble IL1RL1). Each dot in the quantification panels represents a separate mouse. Data represent mean ± SEM. ^∗∗∗∗^p < 0.001. Please also see Figures S2 and S3.

We then addressed the functional impact of these findings. We found that the uptake of PKH26-labeled red blood cells (RBCs) *in vivo* was reduced in RPMs, but not pre-RPMs or other cell types, in the absence of IL1RL1 (Figures S4A and S4B), suggesting defective iron-recycling capacity. Next, we measured iron stores in young (6 weeks old) and old (42 weeks old) WT and IL1RL1-deficient mice. While we found no difference in serum iron concentrations between mouse groups (Figure 3A), we detected a significant increase of spleen weight (Figure 3B) and a 3-fold increase of splenic tissue iron concentration in 42-week-old IL1RL1-deficient mice compared to WT controls (Figure 3C). Substantial iron accumulation was confirmed histologically on splenic tissue sections (Figure 3D). In case of defective iron recycling in spleen, the liver can increase its iron-recycling capacity through increased recruitment of circulating monocytes and their differentiation into iron-recycling macrophages (Theurl et al., 2016). We found iron concentrations in liver were also substantially increased in old IL1RL1-deficient compared to WT controls (Figure 3E), suggesting that the iron-recycling capacity of liver macrophages was overwhelmed. Old IL1RL1-deficient mice (42 weeks) did not show evidence of anemia (Figure S4C). However, serum ferritin concentration was substantially higher in old IL1RL1-deficient mice compared to WT controls (Figure S4C). Taken together, our data identify a major role for the IL1RL1 signaling pathway in the differentiation of monocytes to iron-recycling RPMs.

**Figure 3:**
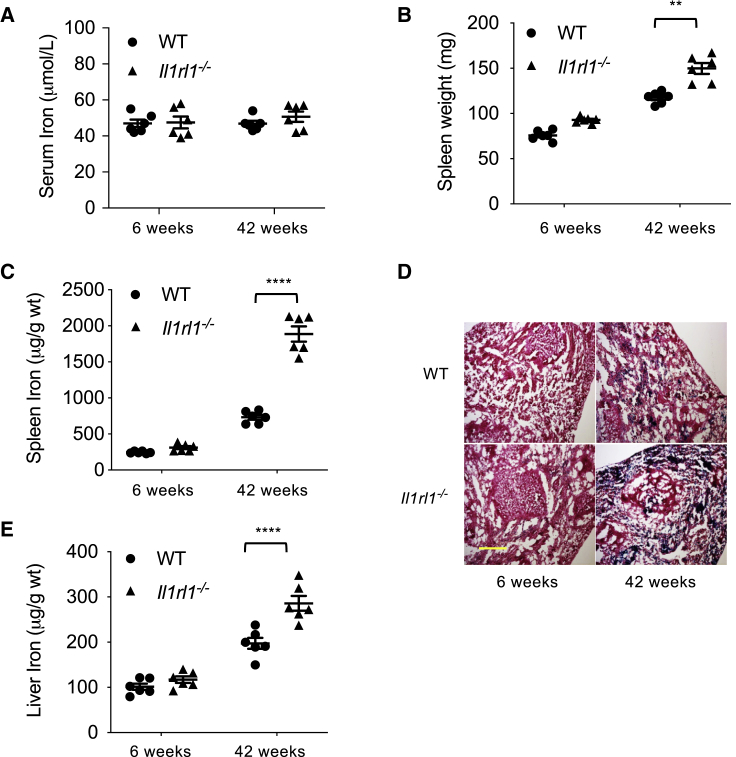
Impact of IL1RL1 Signaling on the Iron-Recycling Capacity of Splenic Red Pulp Macrophages (RPMs) (A–C) Quantification of serum iron (A), spleen weight (B), and spleen iron (C) in young (6 weeks) and old (42 weeks) WT and *Il1rl1*^*−/−*^ mice. (D) Representative examples (6 mice per group) of Perl’s blue staining (to detect iron) in spleen sections of young (6 weeks) and old (42 weeks) WT and *Il1rl1*^*−/−*^ mice. Scale unit: 300μm. (E) Quantification of liver iron in young (6 weeks) and old (42 weeks) WT and *Il1rl1*^*−/−*^ mice. Each dot represents a separate mouse. ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.001. Please also see Figure S4.

We sought to examine which intracellular signaling pathways are involved in the process downstream of IL1RL1 activation. *Myd88*^*−/−*^ mice displayed reduced numbers of RPMs (but not monocytes or pre-RPMs; data not shown) at steady state and did not increase their RPMs after *in vivo* administration of IL-33 and hemin (Figure 4A). Several signaling pathways are activated downstream of MyD88 following IL1RL1 engagement by IL-33 (Liew et al., 2016, Pinto et al., 2015). Using a human phosphokinase assay, we found that the combination of hemin and IL-33 led to increased ERK1/2 phosphorylation in monocyte-derived macrophages *in vitro*, compared to IL-33 alone (Figure 4B). MSK1/2 phosphorylation was also marginally increased in presence of IL-33 and hemin; however, there was no combined effect on any other signaling pathways surveyed (data not shown). We confirmed the effect of IL-33 and hemin on ERK1/2 phosphorylation in mouse bone marrow monocyte-derived macrophages (Figure 4C). Next, we investigated the impact of *in vivo* inhibition of ERK1/2 for 6 weeks on RPM number. The MEK inhibitor U0126 prevented ERK1/2 phosphorylation in spleen lysates (Figure 4D) and reduced RPM (CD11b ^lo/−^ F4/80^hi^ *Spic*-EGFP^hi^) number compared to vehicle-treated mice (Figure 4E), without altering pre-RPMs (CD11b^hi^ *Spic*-EGFP^lo^ F4/80^lo^; Figure 4E).

**Figure 4:**
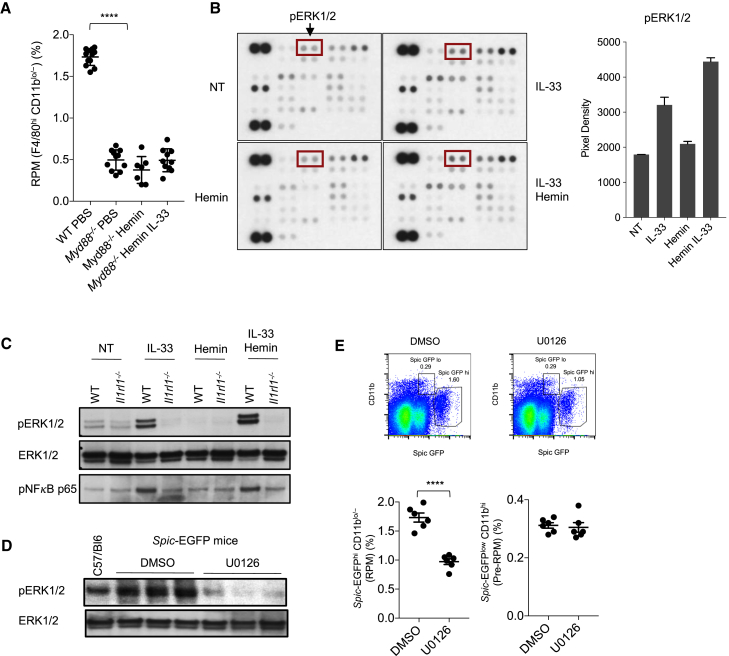
MyD88 and ERK1/2 Signaling Downstream of IL-33 Control the Development of Red Pulp Macrophages (RPMs) (A) Quantification of RPMs (percentage among CD11c^low^ Ly6G^low^ NK1.1^low^ SSC-A^low^ cells) in spleens of WT and *Myd88*^*−/−*^ mice with or without treatment with hemin alone or IL-33 + hemin (one daily injection for 3 days; see STAR Methods). (B) Human macrophages (generated by culture of CD14^+^ monocytes from blood) treated for 5 min with phosphate-buffered saline (NT), hemin (40 μM), IL-33 (10 ng/mL), or a combination of hemin + IL-33, and assessed using a phospho-kinase array. pERK1/2 is shown in red boxes. Quantification of the intensity of ERK1/2 phosphorylation signal (pixel density) was performed using ImageJ. Data represent mean ± SEM and are representative of three independent experiments. (C) Mouse bone-marrow-derived macrophages of WT and *Il1rl1*^*−/−*^ mice treated *in vitro* for 5 min with PBS (NT), hemin, IL-33, or a combination of hemin + IL-33, and assessed for pERK1/2, ERK1/2, and phospho-p65 (NF-κB) using western blotting. Semi-quantification of signal intensity (mean ± SEM) of ERK1/2 phosphorylation (pERK/Total ERK) using ImageJ yielded WT IL-33: 0.74 ± 0.02 versus WT IL-33+Hemin: 1.24 ± 0.09, p < 0.05. Semi-quantification of signal intensity (mean ± SEM) of p65 phosphorylation using ImageJ yielded WT IL-33: 11750 ± 3500 versus WT IL-33+Hemin: 12607 ± 4500, p = 0.09. (D and E) C57/Bl6 *Spic*^*igfp/igfp*^ reporter mice were treated with ERK1/2 inhibitor U0126 or DMSO control for 6 weeks (see STAR Methods). ERK1/2 phosphorylation in splenic extracts (D), and splenic CD11b^low^*Spic*-EGFP^hi^ RPMs and CD11b^+^*Spic*-EGFP^int^ pre-RPMs (percentages among CD11c^low^ Ly6G^low^ NK1.1^low^ SSC-A^low^ cells) (E), were quantified at the end of the experiment. A control non-reporter untreated mouse (C57/Bl6) is included as control in (D). Each lane in (C) and (D) represents a separate mouse. Each dot in (E) represents a separate mouse. ^∗∗∗∗^p < 0.001.

We next addressed the role of endogenous IL-33 in the modulation of RPMs. Similar to IL1RL1-deficient mice, young and old IL-33-deficient mice displayed a substantial reduction of RPMs compared to WT controls (Figures 5A, S2E, and S5A), and we were able to partially restore RPM counts in IL-33-deficient mice after treatment for 4 days with IL-33 alone (Figure S5B), an effect that was further enhanced by the addition of hemin (Figure S5B). Like IL1RL1-deficient mice, old IL-33-deficient mice showed a significant increase of spleen weight, splenic tissue iron concentration, and liver iron accumulation compared to control mice (Figure 5B), strongly suggesting reduced iron-recycling capacity in the absence of IL-33. IL-33-deficient rats also showed a substantial reduction in CD11b^lo^EMR1^hi^ splenic macrophages (EMR1 is the homolog of F4/80) compared to control animals (Figure S5C), further supporting a role for IL-33 signaling in the development and/or maintenance of RPMs.

**Figure 5:**
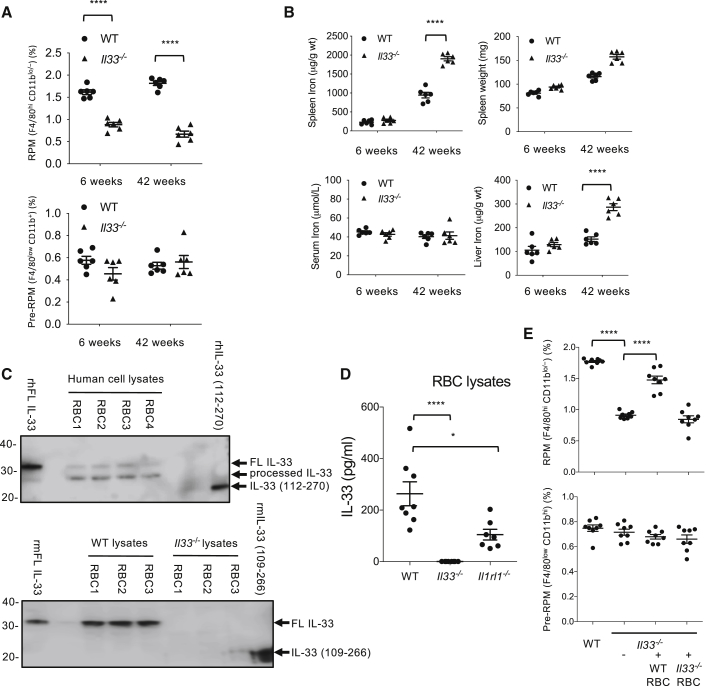
Red-Blood-Cell-Derived IL-33 Controls the Development of Splenic Red Pulp Macrophages (RPMs) (A) Quantification of RPMs and pre-RPMs (percentage among CD11c^low^ Ly6G^low^ NK1.1^low^ SSC-A^low^ cells) in spleens of young (6 weeks) and old (42 weeks) WT and *Il33*^*−/−*^ mice. (B) Quantification of serum iron, spleen weight, spleen iron, and liver iron in young (6 weeks) and old (42 weeks) WT and *Il33*^*−/−*^ mice. (C) Detection of IL-33 in human (top panel) and mouse (lower panel) red blood cell (RBC) lysates using western blotting. Recombinant full-length and processed human and mouse IL-33 are included as positive controls. RBC lysates from *Il33*^*−/−*^ mice are included as negative controls. Each lane is from a separate mouse or individual, representative of at least five independent experiments. (D) Quantification of IL-33 protein in RBC lysates of WT, *Il33*^*−/−*^ (negative control), and *Il1rl1*^*−/−*^ mice. (E) Quantification (percentage among CD11c^low^ Ly6G^low^ NK1.1^low^ SSC-A^low^ cells) of splenic pre-RPMs (CD11b^hi^ F4/80^lo^) and RPMs (CD11b^lo/−^ F4/80^hi^) by flow cytometry in WT and *Il3*^*−/−*^ mice. Some *Il33*^*−/−*^ mice were reconstituted with either WT or *Il33*^*−/−*^ RBCs (see STAR Methods) prior to assessment of splenic pre-RPMs and RPMs. Each dot in (A), (B), (D), and (E) represents a separate mouse. ^∗∗∗∗^p < 0.001. Please also see Figure S5 and S6.

Next, we investigated the potential source of endogenous IL-33 that could modulate RPMs. As IL-33 and hemin co-operated to promote the iron-recycling macrophage phenotype, we hypothesized that IL-33 might be co-expressed with hemin in erythrocytes. We therefore analyzed IL-33 expression in RBCs and their progenitors. We detected a ∼31 kDa full-length form of IL-33 protein (Cayrol et al., 2018, Scott et al., 2018a) in WT, but not IL-33-deficient murine erythrocyte lysates (Figure 5C). Human IL-33 was weakly detectable in full-length form but was predominantly detected as a ∼29 kDa form in human erythrocyte lysates (Figure 5C; and data not shown). This ∼29 kDa form was also seen in the recombinant full-length control (Figures 5C and S6A) and was detected in highly enriched CD235a^+^ human erythrocytes using two additional anti-IL-33 antibodies (Figure S6A). IL-33 protein expression in human erythrocyte lysates was confirmed by ELISA (Figures 5D and S6B). We explored mechanisms for the association of IL-33 by erythrocytes. One possibility is that erythroid precursors express IL-33. Another possibility is that erythrocytes bind IL-33, either via IL1RL1-dependent or -independent pathways. Using *Il33*-Citrine reporter mice, we found that only ∼5% of erythrocyte progenitors expressed IL-33 (Figure S6C), broadly consistent with low amounts of IL-33 in mature erythrocytes. Among bone marrow cells, IL1RL1 was preferentially expressed in erythroid progenitors (stage B erythroblasts; Koulnis et al., 2011), but not mature erythrocytes (Figure S6D; and data not shown), and was capable of binding and internalizing recombinant IL-33 (Figure S6E). Consistent with this observation, we found that IL-33 was significantly lower in erythrocyte lysates of IL1RL1-deficient mice compared to WT mice (Figure 5D). We then addressed the *in vivo* relevance of erythrocyte-associated IL-33 to the development of RPMs. Notably, reconstitution of IL-33-deficient mice with WT, but not IL-33-deficient erythrocytes, predominantly restored RPMs without affecting pre-RPM numbers (Figure 5E), whereas reconstitution of IL-33-deficient mice with erythrocytes from IL1RL1-deficient mice partially restored RPM numbers (Figure S6F). Thus, erythrocytes can provide both heme and IL-33 to induce the development of monocyte-derived RPMs. However, it is plausible that IL-33 expressed by other cell types in the spleen may also contribute IL-33 to enable the development of RPMs.

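RNA-seq libraries were made from monocytes, pre-RPMs, and RPMs sorted from the spleens of WT mice and of mice labelled *Il1rl1*-/-, with 1 library for each cell type of each of 4 mice per genotype, 24 libraries in all. The mice were 10 weeks old. *Il1rl1* (ENSMUSG00000026069), the gene targeted in the mutant, lies on chromosome 1 of GRCm38 from 40429570 to 40465415 on the plus strand, and reads were counted on it in every library. In monocytes of mice 1, 2, 3, and 4, its counts were 28, 19, 12, and 13 in WT and 51, 73, 71, and 64 in the libraries labelled *Il1rl1*-/-. These correspond to 3.19 ± 1.05 and 14.1 ± 1.44 normalized CPM (mean ± SD, n = 4). In pre-RPMs, the counts were 18, 15, 13, and 24 in WT and 50, 76, 42, and 65 in the libraries labelled *Il1rl1*-/-, or 4.26 ± 1.06 and 12.3 ± 0.463 CPM (mean ± SD, n = 4). In RPMs, they were 5, 9, 7, and 13 in WT and 1, 7, 3, and 6 in the libraries labelled *Il1rl1*-/-, or 1.94 ± 0.80 and 0.826 ± 0.482 CPM (mean ± SD, n = 4). The log2 fold change of *Il1rl1* in libraries labelled *Il1rl1*-/- relative to WT was 2.13 (SE 0.23, adjusted p = 0.00881) in monocytes and 1.52 (SE 0.20, adjusted p = 0.00107) in pre-RPMs, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the mouse number as a block, it was 2.14 (edgeR's adjusted p = 0.00474) in monocytes, where the deviations of same-numbered libraries from their group means correlated across genes at r = 0.257. In RPMs, the groups overlapped, with a difference in mean log2 CPM of −0.95 (exact 2-sided permutation test, p = 0.0857). That test does not use the mouse numbers, and *Il1rl1* was lower in the RPM library labelled *Il1rl1*-/- for each of the 4 mouse numbers. The direction in monocytes and pre-RPMs goes against the genotype label. The paper's Tables S1 and S2 also list *Il1rl1* as higher, with the paper's log2 fold changes of 2.144 in monocytes and 1.521 in pre-RPMs. The deposited values are counts per gene, and which exons of *Il1rl1* the reads came from was not analysed here. Libraries are therefore named by their label throughout, and each direction given between genotypes is one between libraries labelled WT and libraries labelled *Il1rl1*-/-.

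The authors trimmed the reads with cutadapt, aligned them to GRCm38 with STAR, and counted read pairs on the exons of 54735 genes with featureCounts, taking the strand into account. The deposited counts are whole numbers without normalization. In WT, the total count on genes per library ranged from 4212726 to 6559454 in monocytes (median 4733010), from 4363639 to 5105725 in pre-RPMs (median 4720736), and from 4340434 to 4785254 in RPMs (median 4480715). In libraries labelled *Il1rl1*-/-, it ranged from 3562367 to 5009021 in monocytes (median 4784408), from 3769757 to 5216045 in pre-RPMs (median 4702354), and from 4229522 to 5326720 in RPMs (median 4767560). The values given here rest on these counts on genes. A single gene, *Gm42418*, took between 24.4% and 38.8% of the counts of each library, and the 10 most counted genes together took between 51.3% and 68.6%. A count of 3, treated as not told apart from 0, corresponds to between 0.457 and 0.842 CPM by total counts, before TMM scaling. This limit depends on the library and covers counting error only. No pair of libraries held identical counts. The smallest chi-square per degree of freedom among 36 pairs of replicates was 4.25, above the sampling noise. This cannot tell separate mice from separate preparations of the same mouse, and each library was taken as a separate sample from its label. From the deposited counts, each pair of groups was compared with edgeR after removal of genes with few counts by its filterByExpr function and TMM normalization. Genes were called between genotypes at an adjusted p under 0.05, as in Tables S1 to S3, and between cell types at an adjusted p under 0.01 and an absolute log2 fold change above 1, as in the legend of Figure 6. Which genes are kept and how the spread between replicates is shared across genes are the choices with most room to change these calls.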

To provide further mechanistic insight into how IL1RL1-dependent IL-33 signaling promotes the development of monocyte-derived RPMs, we compared the transcriptomes of splenic monocytes, pre-RPMs, and RPMs from WT and IL1RL1-deficient mice (Figure 6; Table S1, Related to Figures 6 and 7 Differentially expressed genes in wild-type (wt) and Il1rl1−/− (ko) monocytes, adjusted p value<0.05, Table S2, Related to Figures 6 and 7 Differentially expressed genes in wild-type (wt) and Il1rl1−/− (ko) pre-RPM, adjusted p value<0.05, Table S3, Related to Figures 6 and 7 Differentially expressed genes in wild-type (wt) and Il1rl1−/− (ko) RPM, adjusted p value<0.05). The global gene expression profile of each cell type was very similar for WT and IL1RL1-deficient mice (Figures 6A and 6B, respectively). However, we identified a small number of differentially expressed genes between WT and IL1RL1-deficient splenocytes, with most differences in the pre-RPM cell population (Table S2), consistent with our prior observations that IL-33 promotes the development of RPMs from pre-RPMs *in vivo*.

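Over the 12842 genes kept across the 24 libraries, the mean log2 CPM in WT and in the libraries labelled *Il1rl1*-/- correlated across genes at r = 0.988 in monocytes, 0.9871 in pre-RPMs, and 0.9867 in RPMs. Genes are not independent replicates, so these values describe the libraries and carry no test. Between single libraries of different genotype, the median r over 16 pairs was 0.9567 in monocytes, 0.9635 in pre-RPMs, and 0.9632 in RPMs. Between replicates of one genotype, the median r over 6 pairs lay between 0.9585 and 0.9701. The median across genotypes was below the medians within both genotypes in each cell type, and the ranges overlapped. Differences between cell types were larger. In WT, the median r was 0.9137 between monocytes and pre-RPMs, 0.7658 between pre-RPMs and RPMs, and 0.7208 between monocytes and RPMs. In the libraries labelled *Il1rl1*-/-, the corresponding values were 0.926, 0.743, and 0.6933. For 24 of 24 libraries, the most similar other library was of the same cell type, and for 16 of 24 it was also of the same genotype label. The first principal component of log2 CPM held 66.3% of the variance, the second 13.4%, and the third 2.04%. Over the genes called between cell types in WT, the log2 fold changes in WT and in the libraries labelled *Il1rl1*-/- correlated across genes at r = 0.910 from monocytes to pre-RPMs and at r = 0.976 from pre-RPMs to RPMs. Under a block for the mouse number, these were 0.925 and 0.977. The deviations of same-numbered libraries correlated at 0.063 and 0.208 between monocytes and pre-RPMs, and at 0.113 and 0.111 between pre-RPMs and RPMs, in WT and in the libraries labelled *Il1rl1*-/-, respectively. Leaving out each library in turn moved the first of the 2 correlations most, to between 0.865 and 0.947.

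**Figure D1:**
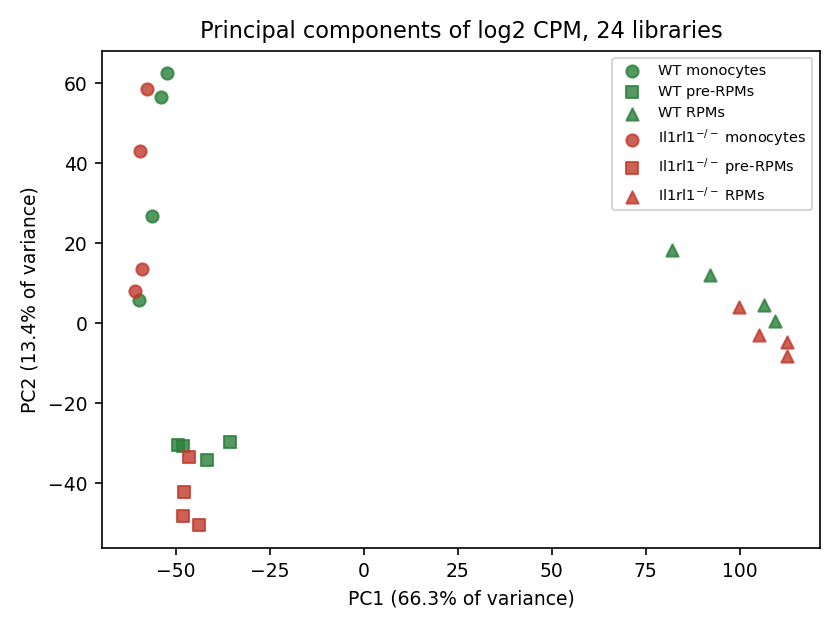
Position of each of the 24 RNA-seq libraries on the first principal component (horizontal axis, 66.3% of the variance) and the second (vertical axis, 13.4%) of log2 CPM over 12842 genes. Circles are monocytes, squares pre-RPMs, and triangles RPMs, in green for WT and red for libraries labelled *Il1rl1*-/-, and each of the 3 cell types forms its own cluster holding both genotypes.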

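Between WT and libraries labelled *Il1rl1*-/-, 7 of 11405 genes tested were differentially expressed in monocytes, 59 of 10698 in pre-RPMs, and 26 of 11150 in RPMs. Of these, 5 were higher and 2 lower in monocytes labelled *Il1rl1*-/-, 18 higher and 41 lower in pre-RPMs, and 17 higher and 9 lower in RPMs. At an unadjusted p under 0.05, the numbers were 410, 941, and 811. A share of 0.05 of the genes tested is expected there without any difference, and the 410 in monocytes is below it. The CPM values of the 2 groups were apart for each of the 7 genes in monocytes, at least 57 of the 59 in pre-RPMs, and at least 24 of the 26 in RPMs. Chance gives a share of 2.86% for genes not selected by a test, which is no reference for genes called by the same difference. Testing every gene with at least 1 count moved these numbers most, to 139 in monocytes, 265 in pre-RPMs, and 272 in RPMs, so that pre-RPMs no longer held the most. That setting keeps the genes with few counts that the main test removes, with 31060, 29825, and 32410 genes tested. DESeq2 called 26, 70, and 56 genes, and requiring at least 10 counts in every library gave 3, 39, and 19, with the most in pre-RPMs in both. With all 24 libraries in a single fit, 16, 17, and 26 genes were called. Taking the mouse number as a block, 27 genes were called in monocytes, 145 in pre-RPMs, and 81 in RPMs. There, the deviations of same-numbered libraries correlated at r = 0.257, 0.092, and 0.162. The paper lists 17 genes in Table S1, 62 in Table S2, and 36 in Table S3, of which 4, 51, and 22 were among the genes called here, and 17, 53, and 34 were called with DESeq2. Over all cell types 76 genes were called. The 6 called in every cell type, *Cux2*, *Gm25360*, *Gm25813*, *Golph3l*, *Hjurp*, and *Hormad1*, changed in the same direction in all 3, and *Hormad1*, which the rule for named genes does not cover, is given here after its values were seen. In monocytes, *Golph3l* was no longer called in 6 and *Hormad1* in 5 of the 8 fits that left out 1 library, with edgeR's adjusted p up to 0.116 and 0.0887. In monocytes, the log2 fold change of *Cux2* was 3.68 (SE 0.27, edgeR's adjusted p = 0.00123) and that of *Golph3l* −2.98 (SE 0.38, edgeR's adjusted p = 0.0219). In RPMs, *Cux2* changed by 3.10 (SE 0.23, edgeR's adjusted p = 4.42e-05) and *Hjurp* by −1.89 (SE 0.16, edgeR's adjusted p = 0.000114). Larger falls in RPMs were those of *Igkv9-124* (−5.2, SE 0.65, edgeR's adjusted p = 0.00218) and *S100a9* (−2.51, SE 0.37, edgeR's adjusted p = 0.00816). With same-numbered libraries as blocks, *Cux2* changed by 3.68 in monocytes and 3.09 in RPMs, *Golph3l* by −2.93 in monocytes, and *Hjurp* by −1.87 in RPMs. Of the 59 genes called in pre-RPMs, 49 were called in neither other cell type. Of those 49, 47 were tested in monocytes, where 44 had the same sign and 5 an unadjusted p under 0.05, and 44 were tested in RPMs, where 37 had the same sign and 24 an unadjusted p under 0.05. A call in one cell type and not in another was therefore also tested as a difference. The change from monocytes to pre-RPMs differed between genotypes for 0 of 11960 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 it differed for 454, below the share of 0.05 expected without any difference. That from pre-RPMs to RPMs differed for 13 of 12150 genes at an adjusted and 914 at an unadjusted p under 0.05. Once the mouse number entered as a block, 0 and 24 genes differed at an adjusted p under 0.05, with correlations of same-numbered libraries between 0.063 and 0.257 for the first and between 0.088 and 0.162 for the second.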

**Figure 6:**
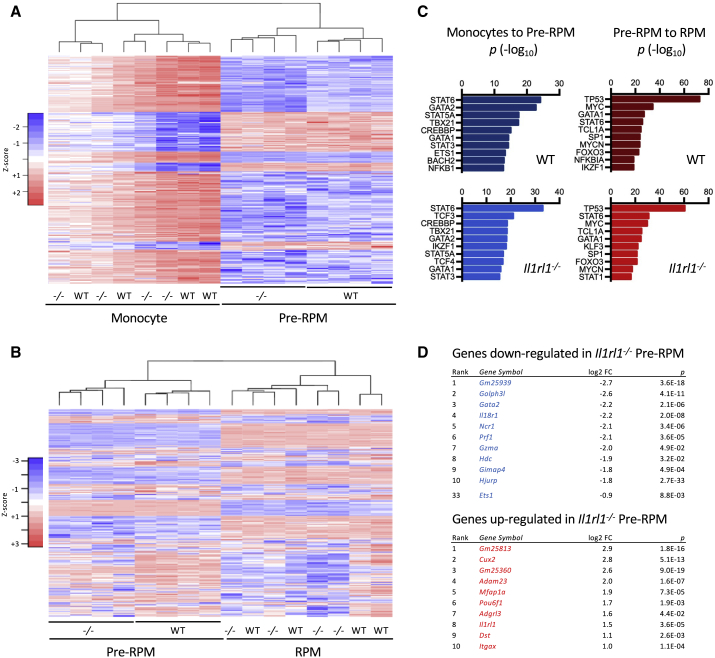
GATA2 Is Implicated in the Development of Splenic Red Pulp Macrophages (RPMs) and Differentially Expressed in WT and *Ilrl1*^*−/−*^ Pre-RPMs (A)) Heatmap showing relative expression of genes differentially expressed between WT monocytes and WT pre-RPMs (693 genes, log2 fold change > 1, adjusted p value < 0.01) in splenic monocytes (CD11b^hi^ F4/80^−^) and pre-RPMs (CD11b^hi^ F4/80^lo^) from WT and *Il1rl1*^*−/−*^ mice; n = 4 separate mice per group. (B) Heatmap showing relative expression of genes differentially expressed between WT pre-RPMs and WT RPMs (3079 genes, log2 fold change > 1, adjusted p value < 0.01) in pre-RPMs (CD11b^hi^ F4/80^lo^) and RPMs (CD11b^lo/−^ F4/80^hi^) from WT and *Il1rl1*^*−/−*^ mice; n = 4 separate mice per group (C) Top upstream transcriptional regulators for transcriptomic changes from monocytes to pre-RPMs, or pre-RPMs to RPMs, in WT and *Il1rl1*^*−/−*^ mice, identified by Ingenuity pathway analysis. Note: the top regulators in each group were significant in both groups. (D) Top differentially expressed genes in pre-RPMs (CD11b^hi^ F4/80^lo^) from WT and *Il1rl1*^*−/−*^ mice; n = 4 separate mice per group. Please see also Table S2 and Figure S7.

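From monocytes to pre-RPMs in WT, 396 of 11091 genes tested met the thresholds of Figure 6A, 35 higher and 361 lower in pre-RPMs. Every gene with at least 1 count entering the test moved this number most on the upper side, to 1094 genes, and testing the fold change threshold itself with edgeR's glmTreat function gave 117. With DESeq2, 694 genes met the thresholds, 149 higher and 545 lower. Among libraries labelled *Il1rl1*-/-, 543 of 11196 genes met them, 109 of these higher in pre-RPMs. With the mouse number as a block, the numbers were 504 in WT and 751 in the libraries labelled *Il1rl1*-/-, where same-numbered libraries correlated at r = 0.063 and 0.208. Among called genes whose groups did not overlap and whose mean log2 CPM was at least 1, the largest rise in WT was that of *Ccr3* (ENSMUSG00000035448, chromosome 9 from 124021972 to 124031689), with a log2 fold change of 3.06 (SE 0.38, edgeR's adjusted p = 0.000659), followed by *Retnlg* with 2.83 and *Mylk* with 2.78. The largest falls were those of *Clnk* (ENSMUSG00000039315, chromosome 5 from 38706462 to 38876812), with −4.63 (SE 0.62, edgeR's adjusted p = 0.000906), and *Olfm4*, with −4.32. WT pre-RPM libraries held 0 to 4 counts of *Clnk*, and its value ran from −6.3 to −4.22 with single libraries left out. With the block, *Ccr3* changed by 3.08 and *Clnk* by −4.65. *Sh2d1a* was at least 9.97-fold lower in pre-RPMs, since no WT pre-RPM library held more than 3 counts of it. In the libraries labelled *Il1rl1*-/-, *Spon1* changed by 2.89 (SE 0.40, edgeR's adjusted p = 0.000592), and by 2.93 with the block. There, *Reps2* changed by 2.79 and *Mylk* by 2.67. *Klrb1c* was at least 32.2-fold, *Fasl* at least 17.8-fold, and *Trdc* at least 15.0-fold lower in pre-RPMs labelled *Il1rl1*-/-. *Klrb1c* is among the genes used as markers of NK cells, whose mean log2 CPM fell by 3.04 on the log2 scale from monocytes to pre-RPMs in WT (exact 2-sided permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow, 0.0857 after Benjamini-Hochberg adjustment over 6 marker sets).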

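From pre-RPMs to RPMs in WT, 2776 of 11239 genes tested met the thresholds of Figure 6B, 1571 of them higher in RPMs. Among libraries labelled *Il1rl1*-/-, 2973 of 11437 genes met them, 1658 of them higher in RPMs. Under a block for the mouse number, the numbers were 2782 in WT and 3001 in the libraries labelled *Il1rl1*-/-, where same-numbered libraries correlated at r = 0.113 and 0.111. Requiring at least 10 counts in every library moved the number in WT most, to 1467. Among the largest rises in WT was that of *Mertk* (ENSMUSG00000014361, chromosome 2 from 128698956 to 128802894), with a log2 fold change of 7.85 (SE 0.41, edgeR's adjusted p = 1.84e-09), and 7.90 with the block. WT pre-RPM libraries held 1 to 22 counts of *Mertk*, with 22 in replicate 3. Its value ran from 7.46 to 8.91 with single libraries left out. *Akr1b7* was at least 18.5-fold and *Gm48996* at least 13.2-fold higher in RPMs, with 0 counts of either in the WT pre-RPM libraries. *Cd177* was at least 110-fold, *S100a4* at least 49.2-fold, and *Chil3* at least 21.5-fold lower in WT RPMs, where no library held more than 3 counts of them. In the libraries labelled *Il1rl1*-/-, *Slco2b1* was at least 190-fold, *C6* at least 179-fold, and *Cd5l* at least 165-fold higher in RPMs than in pre-RPMs. *F13a1* (ENSMUSG00000039109, chromosome 13 from 36867178 to 37050244) changed by −8.58 (SE 0.23, edgeR's adjusted p = 2.07e-13) in the libraries labelled *Il1rl1*-/-, and by −8.57 with the block. *Abca6* was at least 30.0-fold and *F10* at least 22.7-fold lower in RPMs labelled *Il1rl1*-/-.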

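In pre-RPMs, the largest falls in libraries labelled *Il1rl1*-/- relative to WT among called genes whose groups did not overlap and whose mean log2 CPM was at least 1 were those of *Golph3l*, *Gata2*, and *Gm25939*, and the largest rises those of *Cux2*, *Gm25813*, and *Gm25360*. *Golph3l* (ENSMUSG00000046519, chromosome 3 from 95588934 to 95619247) was at 11.6 ± 1.55 CPM in WT and 1.19 ± 0.62 CPM in pre-RPMs labelled *Il1rl1*-/- (mean ± SD, n = 4), a log2 fold change of −3.33 (SE 0.29, edgeR's adjusted p = 1.56e-05). *Cux2* (ENSMUSG00000042589, chromosome 5 from 121856366 to 122050102) was at 1.53 ± 0.206 CPM and 14.4 ± 4.54 CPM, a log2 fold change of 3.21 (SE 0.29, edgeR's adjusted p = 1.65e-05). *Gm25939* (chromosome 1 from 72255008 to 72255198), *Gm25360* (chromosome 1 from 72226240 to 72226430), and *Gm25813* (chromosome 8 from 52336915 to 52337105) are annotated as small nuclear RNAs. Their log2 fold changes were −2.76, 2.52, and 2.89. If these genes are near-identical copies, reads could be split between them, so that the values are uncertain. This was not tested. *Hjurp* changed by −1.84 (SE 0.11, edgeR's adjusted p = 1e-07). *Il18r1* (ENSMUSG00000026070) lies on chromosome 1 from 40465552 to 40500854, directly after *Il1rl1*, and changed by −2.24 (SE 0.27, edgeR's adjusted p = 0.000418), from 12.1 ± 2.08 CPM in WT to 2.52 ± 1.01 CPM (mean ± SD, n = 4). *Ncr1* changed by −2.04, *Prf1* by −2.03, *Gzma* by −1.94, and *Gimap4* by −1.79, with edgeR's adjusted p between 0.00388 and 0.0144. In the same libraries, the mean log2 CPM of the NK cell marker genes fell by 1.19 on the log2 scale (exact 2-sided permutation test, p = 0.0286, 0.0571 after adjustment over 6 marker sets). *Hdc* was at 6.94 ± 5.44 CPM in WT and 1.89 ± 0.815 CPM in pre-RPMs labelled *Il1rl1*-/- (mean ± SD, n = 4), a log2 fold change of −1.92 (SE 0.48) that did not pass the threshold (edgeR's adjusted p = 0.109). *Adam23* (2.27), *Mfap1a* (1.87), *Pou6f1* (1.72), *Adgrl3* (1.59), *Dst* (0.99), and *Itgax* (0.98) were higher, with edgeR's adjusted p between 0.0028 and 0.0462. Of these, *Adgrl3* and *Dst* were each no longer called in 6 of the 8 fits that left out 1 library, with edgeR's adjusted p up to 0.177 and 0.122. With all 24 libraries in a single fit, *Il18r1*, *Ncr1*, *Prf1*, *Gzma*, *Gimap4*, and *Adam23* were no longer called, with edgeR's adjusted p between 0.121 and 0.299.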

We performed pathway analysis to identify potential transcriptional regulators of the genes that were differentially expressed between monocytes and pre-RPMs and between pre-RPMs and RPMs. Many of the same upstream regulators were identified in WT and in IL1RL1-deficient mice (Figure 6C). However, we noted that the transcription factors GATA2 and ETS1 (which is potentially regulated by GATA2; Linnemann et al., 2011), were implicated in the differentiation of monocytes to pre-RPMs and downregulated in IL1RL1-deficient pre-RPMs (Figure 6D; Table S2).

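*Gata2* (ENSMUSG00000015053) lies on chromosome 6 of GRCm38 from 88193891 to 88207032 on the plus strand. Its CPM in pre-RPMs of mice 1, 2, 3, and 4 was 9.30, 4.73, 23.5, and 12.1 in WT and 0.946, 1.53, 0.893, and 2.42 in the libraries labelled *Il1rl1*-/-, or 12.4 ± 8.01 and 1.45 ± 0.711 (mean ± SD, n = 4). The latter rest on 3 to 13 counts per library. The log2 fold change was −3.01 (SE 0.45, edgeR's adjusted p = 0.00328), and the difference exceeded the spread between replicates, with no overlap between the groups (difference in mean log2 CPM −2.64, exact 2-sided permutation test, p = 0.0286). Leaving out WT pre-RPM replicate 3 moved the log2 fold change most, to −2.51. Across monocyte and pre-RPM libraries, the deviations of *Gata2* from its group means correlated with those of basophil and mast cell marker genes at r = 0.86 (n = 16, permutation test, p = 0.0018, 0.0081 after adjustment over 9 relations; Spearman's rho = 0.88, permutation test, p = 0.001). Each mouse gave 2 of these 16 libraries. In pre-RPMs alone r was 0.78, and within mice 1 and 2 and within mice 3 and 4 it was 0.56. *Ets1* (ENSMUSG00000032035) lies on chromosome 9 from 32636221 to 32757820 on the plus strand. It was at 41.3 ± 7.16 CPM in WT pre-RPMs and 21.9 ± 7.39 CPM in pre-RPMs labelled *Il1rl1*-/- (mean ± SD, n = 4), a log2 fold change of −0.89 (SE 0.19, edgeR's adjusted p = 0.0454). The groups of *Ets1* did not overlap (difference in mean log2 CPM −0.95, exact 2-sided permutation test, p = 0.0286). In 6 of the 8 fits that each left out 1 library, and with all 24 libraries in a single fit, *Ets1* was no longer called, and over all alternatives edgeR's or DESeq2's adjusted p ranged from 1.28e-08 to 0.591. The deviations of *Ets1* correlated with those of NK cell marker genes at r = 0.89 (n = 16, permutation test, p = 0.00034, 0.0031 after adjustment over 9 relations; Spearman's rho = 0.85, permutation test, p = 0.0012). For *Ets1*, r was 0.58 in pre-RPMs alone. In monocytes, neither *Gata2* nor *Ets1* was called between genotypes by the filtered test, with log2 fold changes of −1.11 (SE 0.49, edgeR's adjusted p = 0.997) for *Gata2* and −0.22 (SE 0.34, edgeR's adjusted p = 0.997) for *Ets1*. Taking the mouse number as a block, that of *Gata2* in monocytes was −1.06 (edgeR's adjusted p = 0.11), at a correlation of same-numbered libraries of r = 0.257. It was called when every gene with at least 1 count entered the test (−1.14, edgeR's adjusted p = 0.000167), and over all alternatives the adjusted p ranged from 0.000167 to 1. That call came at nearly the same estimate, and the groups overlapped (exact 2-sided permutation test, p = 0.2).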

To further investigate the changes in gene expression that govern the differentiation of monocytes to RPMs, we assessed chromatin accessibility by ATAC-seq and then performed motif enrichment analysis to identify potentially important transcription factor binding sites in accessible regions of chromatin from splenic monocytes, pre-RPMs, and RPMs from WT and IL1RL1-deficient mice (Figure S7A; Table S4). There was a high degree of overlap in the accessible chromatin regions of each cell type between WT and IL1RL1-deficient mice (Figure S7A). However, GATA motifs were specifically enriched in monocytes in genes that were downregulated from monocytes to pre-RPMs, and in pre-RPMs in genes that were downregulated from pre-RPMs to RPMs, from WT but not IL1RL1-deficient mice (Figure 7A; Table S4). Indeed, accessible regions of chromatin that were unique to WT (i.e., inaccessible in IL1RL1-deficient mice) were enriched for GATA motifs within 100 kb of genes that were dynamically regulated in monocytes to pre-RPMs and in pre-RPMs to RPMs (Figure 7A). Thus, analysis of chromatin accessibility by ATAC-seq provided independent evidence for a role of GATA transcription factor signaling downstream of IL1RL1 in the development of monocyte-derived RPMs.

**Figure 7:**
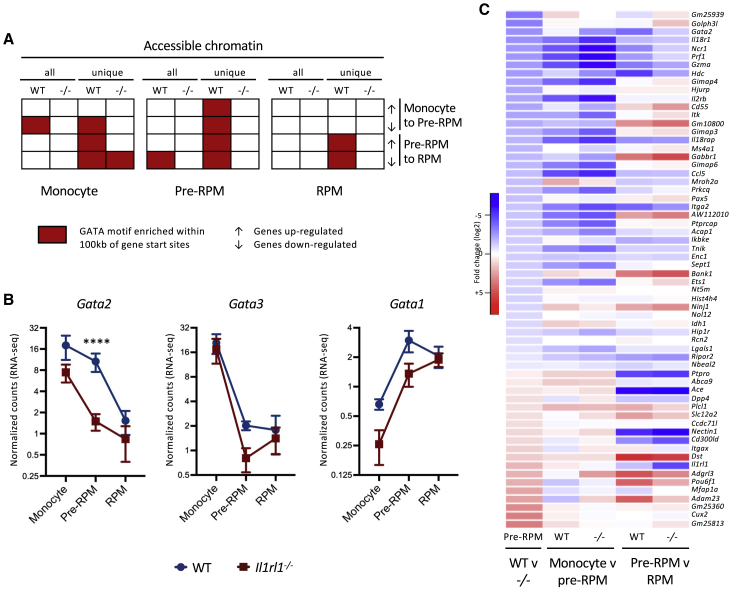
A GATA Switch May Underlie Changes in Gene Expression in the Development of Splenic Red Pulp Macrophages (RPMs) (A) Identification of GATA motifs in accessible chromatin of splenic monocytes (CD11b^hi^ F4/80^−^), pre-RPMs (CD11b^hi^ F4/80^lo^), and RPMs (CD11b^lo/−^ F4/80^hi^), within 100 kb of the start sites of genes differentially expressed between WT monocytes and WT pre-RPMs, or WT pre-RPMs and WT RPMs (both log2 fold change > 1, adjusted p value < 0.05). Motif enrichment was performed on accessible chromatin from each splenocyte population from WT and *Il1rl1*^*−/−*^ mice and also from accessible chromatin from each splenocyte population that was unique to WT or unique to *Il1rl1*^*−/−*^ mice; n = 4 separate mice per group. (B) Relative *Gata* gene expression (normalized counts, cpm) in splenic monocytes (CD11b^hi^ F4/80^−^), pre-RPMs (CD11b^hi^ F4/80^lo^), and RPMs (CD11b^lo/−^ F4/80^hi^) of WT (green) and *Il1rl1*^*−/−*^ mice (red); n = 4 separate mice per group. Data are represented as mean ± SEM. ^∗∗∗∗^ adjusted *p* (WT v *−/−*) < 0.001. (C) Heatmaps showing log2 fold changes of genes differentially expressed in WT and *Il1rl1*^*−/−*^ pre-RPMs (adjusted p value < 0.05) between splenic monocytes (CD11b^hi^ F4/80^−^) and pre-RPMs (CD11b^hi^ F4/80^lo^), or pre-RPMs (CD11b^hi^ F4/80^lo^) and RPMs (CD11b^lo/−^ F4/80^hi^), from WT and *Il1rl1*^*−/−*^ mice; n = 4 per group. Please see also Figure S7.

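In monocytes, *Gata2* was at 15.1 ± 9.34 CPM in WT and 7.12 ± 3.58 CPM in the libraries labelled *Il1rl1*-/- (mean ± SD, n = 4). In RPMs, it was at 1.51 ± 1.10 CPM and 0.801 ± 0.831 CPM (mean ± SD, n = 4). *Gata3* (ENSMUSG00000015619) lies on chromosome 2 from 9857078 to 9890034 on the minus strand. In WT, it was at 18.1 ± 8.12 CPM in monocytes, 2.31 ± 0.421 CPM in pre-RPMs, and 1.75 ± 1.69 CPM in RPMs (mean ± SD, n = 4). Among libraries labelled *Il1rl1*-/-, it was at 16.5 ± 9.63 CPM, 0.832 ± 0.637 CPM, and 1.34 ± 0.964 CPM (mean ± SD, n = 4). *Gata1* (ENSMUSG00000031162) lies on chromosome X from 7959260 to 7978071 on the minus strand and had few counts in every library. In WT, it was at 0.587 ± 0.0998 CPM in monocytes (3 to 4 counts per library), 3.33 ± 1.38 CPM in pre-RPMs (6 to 20 counts), and 2.04 ± 0.809 CPM in RPMs (5 to 15 counts; mean ± SD, n = 4). In the libraries labelled *Il1rl1*-/-, it was at 0.264 ± 0.204 CPM in monocytes (0 to 2 counts), 1.4 ± 0.889 CPM in pre-RPMs (4 to 9 counts), and 1.85 ± 0.701 CPM in RPMs (6 to 13 counts; mean ± SD, n = 4). Between genotypes in pre-RPMs, *Gata3* did not overlap (difference in mean log2 CPM −1.22, exact 2-sided permutation test, p = 0.0286), while *Gata1* overlapped (−1.06, exact 2-sided permutation test, p = 0.0571). In monocytes and RPMs, *Gata2* overlapped between genotypes, with differences in mean log2 CPM of −0.97 (exact 2-sided permutation test, p = 0.2) and −0.65 (exact 2-sided permutation test, p = 0.371). These tests do not use the mouse numbers, and in monocytes *Gata2* was lower in the library labelled *Il1rl1*-/- for each of the 4 mouse numbers. Scaling by total counts without TMM, or by RLE size factors, moved no mean of these 3 genes by more than the SD between replicates.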

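Of the genes called between WT and pre-RPMs labelled *Il1rl1*-/-, 55 were also tested in both changes from monocytes to pre-RPMs, 40 of them lower and 15 higher in pre-RPMs labelled *Il1rl1*-/-. For the 40 lower genes, the median log2 fold change from monocytes to pre-RPMs was −1.84 in WT and −2.79 in the libraries labelled *Il1rl1*-/-. For the 15 higher genes, the medians were 0.32 and 0.54. *Prf1* changed by −3.80 in WT and by −5.56 in the libraries labelled *Il1rl1*-/-, *Ncr1* by −3.52 and −5.25, and *Il18r1* by −2.96 and −4.42. *Adam23* changed by −1.28 and 0.95, and *Itgax* by −0.57 and 0.54. *Gm25813* changed by 0.67 in WT and by 0.11 in the libraries labelled *Il1rl1*-/-, and was already higher by 3.45 in monocytes labelled *Il1rl1*-/- than in WT monocytes. From monocytes to pre-RPMs, the mean log2 CPM of the NK cell marker genes also fell by 3.04 on the log2 scale in WT and by 3.92 in the libraries labelled *Il1rl1*-/- (exact 2-sided permutation tests, p = 0.0286 in each).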

Expression of *Gata2* and *Gata3* was strongly downregulated, while *Gata1* expression was induced, in the differentiation of monocytes to RPMs, in both WT and IL1RL1-deficient mice (Figure 7B). This pattern of gene expression is consistent with a “GATA switch,” in which GATA1 replaces GATA2 at regulatory elements to affect changes in gene expression, as is well-documented in other pathways of hematopoiesis (Bresnick et al., 2010). 

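From monocytes to RPMs, the log2 fold change of *Gata2* was −3.29 (SE 0.57, edgeR's adjusted p = 0.00074) in WT and −3.16 (SE 0.57, edgeR's adjusted p = 0.000589) in the libraries labelled *Il1rl1*-/-. That of *Gata3* was −3.31 (SE 0.55, edgeR's adjusted p = 0.000512) in WT and −3.61 (SE 0.52, edgeR's adjusted p = 9.81e-05) in the libraries labelled *Il1rl1*-/-. With same-numbered libraries as blocks, *Gata2* changed by −3.29 and −3.22 and *Gata3* by −3.42 and −3.62, in WT and in the libraries labelled *Il1rl1*-/-, with edgeR's adjusted p between 5.26e-07 and 0.000123. Same-numbered monocyte and RPM libraries correlated at r = 0.097 in WT and 0.112 in the libraries labelled *Il1rl1*-/-. The low counts of *Gata1* kept it out of the edgeR fit for this step in both genotypes. Its mean log2 CPM was higher in RPMs than in monocytes by 1.24 in WT, without overlap (exact 2-sided permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). Among libraries labelled *Il1rl1*-/-, it was at least 2.5-fold higher in RPMs, since no monocyte library held more than 3 counts, and the groups did not overlap (exact 2-sided permutation test, p = 0.0286). Most of the rise of *Gata1* in WT fell between monocytes and pre-RPMs, with a difference in mean log2 CPM of 1.81 (exact 2-sided permutation test, p = 0.0286), and from pre-RPMs to RPMs its log2 fold change was −0.73 (SE 0.38, edgeR's adjusted p = 0.13). From monocytes to pre-RPMs, *Gata3* changed by −2.97 (SE 0.38, edgeR's adjusted p = 0.000766) in WT and by −4.4 (SE 0.53, edgeR's adjusted p = 0.000251) in the libraries labelled *Il1rl1*-/-, and with the block by −2.89 and −4.37, at correlations of same-numbered libraries of r = 0.063 and 0.208. NK cell marker genes fell by 3.91 on the log2 scale from monocytes to RPMs in WT (exact 2-sided permutation test, p = 0.0286), and the deviations of *Gata3* correlated with theirs at r = 0.68 over monocyte and pre-RPM libraries (n = 16, permutation test, p = 0.028, 0.063 after adjustment over 9 relations; Spearman's rho = 0.59, permutation test, p = 0.051), and at r = −0.39 over pre-RPM libraries alone.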

GATA1 was identified, alongside GATA2, as another potential upstream regulator of the genes differentially expressed from monocytes to pre-RPMs, indicating that a GATA switch may indeed be involved in regulating this transition. However, there was a marked difference in the dynamics of *Gata2* expression in WT and IL1RL1-deficient mice (Figure 7B). 

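The difference between genotypes in the change of *Gata2* from monocytes to pre-RPMs was tested directly, as an interaction over the 16 libraries of both cell types and genotypes. It was −1.90 on the log2 scale (SE 0.79, unadjusted p = 0.028 in edgeR's test across all genes), and did not pass after adjustment over all genes (edgeR's adjusted p = 1). Once the mouse number entered as a block, it was −1.93 (SE 0.81, edgeR's adjusted p = 0.946), with correlations of same-numbered libraries between 0.063 and 0.257. That block joined same-numbered mice of both genotypes, and a block for each animal was not fitted. When every gene with at least 1 count entered the test (34368 genes in place of 11960), the interaction was −1.87 (SE 0.37, edgeR's adjusted p = 0.000799). There, the estimate hardly moved and its SE fell from 0.79, so this pass rests on the smaller SE and not on a larger difference. Over all alternatives the adjusted p ranged from 0.000799 to 1. Leaving out each library in turn gave values between −2.30 and −1.39. From pre-RPMs to RPMs, the interaction of *Gata2* was 2.01 (SE 0.98, edgeR's adjusted p = 0.683). The CPM of *Gata2* in WT monocytes of mice 1, 2, 3, and 4 was 26.1, 19.6, 6.19, and 8.69, and in monocytes labelled *Il1rl1*-/- it was 10.6, 9.67, 5.17, and 3.09. *Gata2* varied together with basophil and mast cell marker genes (r = 0.86 over the same 16 libraries, permutation test, p = 0.0018). In pre-RPMs alone r was 0.78, and within mice 1 and 2 and within mice 3 and 4 it was 0.56.

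**Figure D2:**
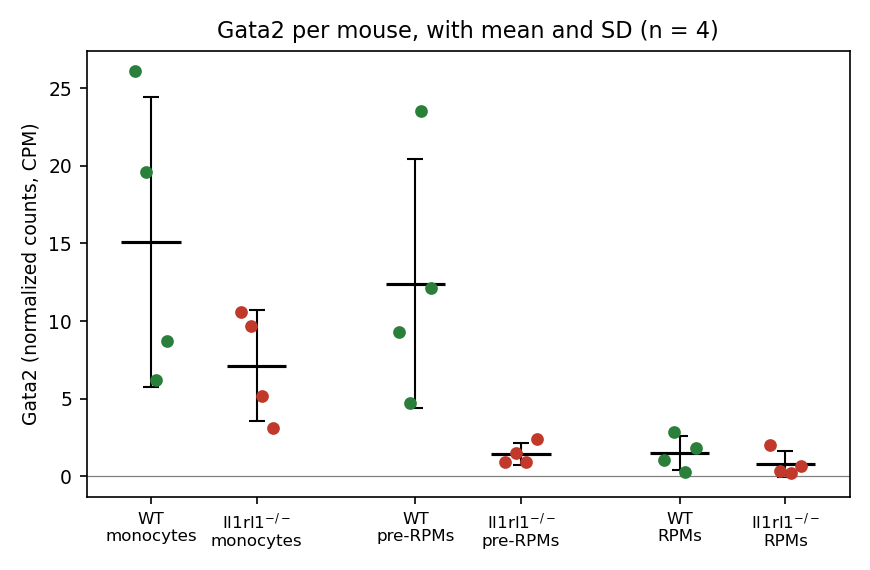
Expression of *Gata2* (vertical axis, CPM) in monocytes, pre-RPMs, and RPMs (horizontal axis) of WT mice (green) and in libraries labelled *Il1rl1*-/- (red). Each point is 1 mouse, a short horizontal line marks the mean of each group, and bars show the SD (n = 4). The genotypes overlap in monocytes and in RPMs and are apart in pre-RPMs.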

In WT mice, *Gata2* expression was downregulated upon differentiation of pre-RPMs to RPMs; however, in IL1RL1-deficient mice, expression of *Gata2* was downregulated earlier, upon differentiation of monocytes to pre-RPMs (Figure 7B). It is likely that such a decrease in *Gata2* expression at this earlier stage would accentuate the GATA-switch-dependent changes in gene expression in the transition of monocytes to pre-RPMs, in IL1RL1-deficient mice compared to WT mice. Indeed, although the transcriptomes of WT and IL1RL1-deficient pre-RPMs were very similar, pathway analysis identified GATA2 and ETS1 as potential upstream regulators of most of the genes that were differentially expressed in WT versus IL1RL1-deficient pre-RPMs (Figure S7B). However, most compellingly, almost all of the genes that were differentially expressed between WT and IL1RL1-deficient pre-RPMs could be accounted for by accentuated changes in gene expression in the transition of monocytes to pre-RPMs in IL1RL1-deficient mice compared to WT mice (Figure 7C). 

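In WT, the log2 fold change of *Gata2* was −0.30 (SE 0.48, edgeR's adjusted p = 0.706) from monocytes to pre-RPMs, a difference smaller than the spread between replicates (difference in mean log2 CPM −0.27, exact 2-sided permutation test, p = 0.657). Without WT monocyte replicate 1, it was 0.12. From pre-RPMs to RPMs in WT, it was −3.01 (SE 0.52, edgeR's adjusted p = 0.00023), with no overlap between the groups (−2.74, exact 2-sided permutation test, p = 0.0286). In the libraries labelled *Il1rl1*-/-, the log2 fold change from monocytes to pre-RPMs was −2.20 (SE 0.45, edgeR's adjusted p = 0.00636), also without overlap (−1.94, exact 2-sided permutation test, p = 0.0286). From pre-RPMs to RPMs labelled *Il1rl1*-/-, *Gata2* was left out of the edgeR fit for its low counts, and the groups overlapped (−0.75, exact 2-sided permutation test, p = 0.2). With the mouse number as a block, the 3 fitted changes were −0.28 (SE 0.53, edgeR's adjusted p = 0.756), −2.86 (SE 0.48, edgeR's adjusted p = 0.000221), and −2.16 (SE 0.42, edgeR's adjusted p = 0.00403). The deviations of same-numbered libraries correlated at r = 0.063 between monocytes and pre-RPMs in WT, 0.113 between pre-RPMs and RPMs in WT, and 0.208 between monocytes and pre-RPMs labelled *Il1rl1*-/-. From WT pre-RPMs to WT RPMs, the mean log2 CPM of basophil and mast cell marker genes fell by 1.73 on the log2 scale, and from monocytes to pre-RPMs labelled *Il1rl1*-/- it fell by 1.68 (exact 2-sided permutation tests, p = 0.0286 in each).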

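A change was counted as accentuated when the log2 fold change from monocytes to pre-RPMs in the libraries labelled *Il1rl1*-/- had the sign of the difference between genotypes in pre-RPMs and went further in that direction than the change in WT. This held for 45 of the 55 genes tested at both steps (81.8%), 37 of the 40 lower in pre-RPMs labelled *Il1rl1*-/- and 8 of the 15 higher. In 37 of the 45, WT changed in the same direction. Requiring only that the change went further in the direction of the difference gave 50 genes, and requiring an additional change of at least 0.5 on the log2 scale gave 36 (65.5%). Over the genes of the paper's Table S2, 44 of the 59 tested were accentuated (74.6%). Under a block for the mouse number, the share was 71.9% (100 of 139 genes), where same-numbered libraries of the groups compared correlated at r between 0.063 and 0.208. With all 24 libraries in a single fit, it was 47.1% (8 of 17 genes). It was 79.7% (55 of 69 genes) with DESeq2 and 84.6% (33 of 39) with at least 10 counts in every library. Tested as an interaction between genotype and step, 19 of the 55 genes had an unadjusted p under 0.05 and none an adjusted p under 0.05. The genes were selected by the level in pre-RPMs, which also enters the change. When pre-RPM libraries were regrouped without regard to genotype and the 59 genes with the smallest p were taken each time, 11 of 68 shares were at least as large as the 79.7% of the real grouping, with a median of 66.9% and a range from 39% to 86.4%. With WT taken as the group that changed, the real grouping gave 27.1%, below each of the 68. That direction counts a gene lower in pre-RPMs labelled *Il1rl1*-/- only if it rose in WT. The 40 lower genes had a median change of −1.84 in WT, so the low share does not bear on selection. From the earlier fall of *Gata2* in IL1RL1-deficient mice, the paper proposes that changes dependent on a GATA switch would be accentuated. Separately, from the changes in Figure 7C, it proposes that almost all of the genes that differ between genotypes in pre-RPMs could be explained by accentuated changes from monocytes to pre-RPMs.

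**Figure D3:**
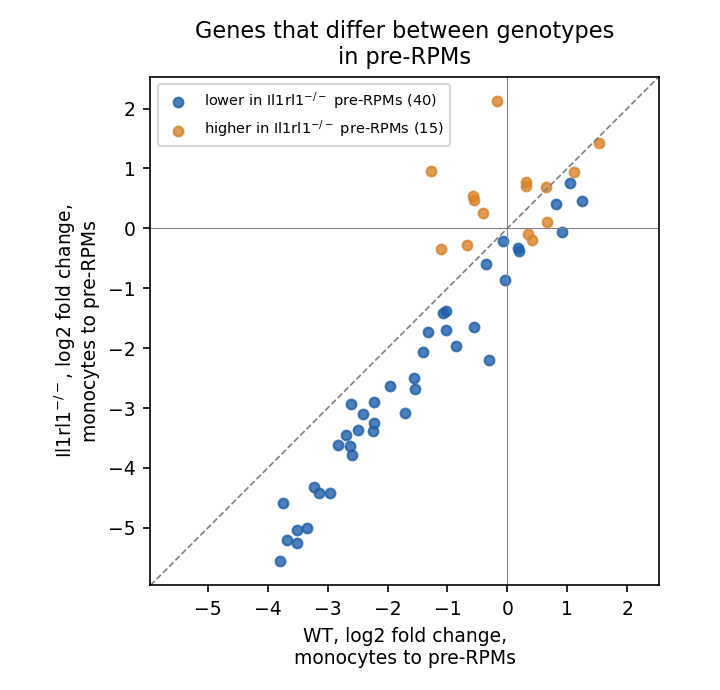
Log2 fold change from monocytes to pre-RPMs in WT (horizontal axis) and in libraries labelled *Il1rl1*-/- (vertical axis) for the 55 genes called between genotypes in pre-RPMs and tested at both steps. Blue points are the 40 genes lower and orange points the 15 genes higher in pre-RPMs labelled *Il1rl1*-/-, the dashed line marks equal changes, and 37 of the blue and 8 of the orange points are accentuated.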

Combined, these data support a role for IL1R1-dependent signaling in regulating the expression of GATA2, which is a key orchestrator of the transcriptional events in the development of monocyte-derived pre-RPMs that are capable of maturing to RPMs.

## Discussion

Local environmental cues are important in the specification of tissue-resident macrophages. This is the case for erythrocyte-derived heme that induces the expression of SPIC in monocytes, and contributes to the RPM differentiation program by establishing a precursor pre-RPM phenotype (Haldar et al., 2014).

Here, we have shown that IL-33 signaling via its receptor, IL1RL1, is required for the optimal generation of mature monocyte-derived RPMs. Mechanisms for how IL-33 regulates the functions of mononuclear cells have remained obscure despite roles in regulating mononuclear cell phenotypes (Andersson et al., 2018, Kiyomiya et al., 2015, McLaren et al., 2010, Vainchtein et al., 2018, Velickovic et al., 2015, Zaiss et al., 2011). Here, we implicated a role for IL-33 signaling in maintaining GATA2 activity that is important in regulating the changes in gene expression which, at least in part, instructed the transition of monocytes to pre-RPMs. By regulating GATA2 expression, IL-33 signaling influenced this transition to produce pre-RPMs that were competent to go on to fully differentiate to RPMs. In contrast, in the absence of IL-33 signaling, aberrant GATA2 expression led to terminal differentiation at a pre-RPM-like stage. Further resolution of the signaling pathways involved in the cooperation between heme and IL-33 for the development of mature RPMs will require additional investigations; however, our studies highlight a role for IL-33 combined with hemin in driving ERK1/2 activation, which culminates in fine-tuning of *Gata2* expression. The implication of ERK1/2 in the process was inferred from studies using a MEK inhibitor and will therefore require validation using genetic silencing.

GATA2 is an established regulator of myelopoiesis, with well-documented context and dose-dependent effects on stem and progenitor cell proliferation, quiescence, self-renewal, and differentiation (Kitajima et al., 2006, Ling et al., 2004, Nandakumar et al., 2015). *Gata2* expression is highest in stem and progenitor cells and downregulated during commitment in the monocyte lineage (Akashi et al., 2000). Further studies are required to ascertain the downstream effects of GATA2 that confer competency to pre-RPMs to continue to differentiate to RPMs, although our data implicate a potentially important role for a GATA switch, similar to those previously shown to regulate the expression of a number of GATA2 target genes, including *Gata*2 itself and some lineage-specific transcription factors such as the monocyte and macrophage lineage transcription factor PU.1 (also known as *Sfpi1*; Chou et al., 2009). 

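From monocytes to RPMs in WT, the log2 fold change of *Alas2* (ENSMUSG00000025270, chromosome X from 150547375 to 150570638) was 9.51 (SE 1.11, edgeR's adjusted p = 4.14e-05), and that of *Fech* (ENSMUSG00000024588, chromosome 18 from 64456550 to 64489066) was 4.65 (SE 0.77, edgeR's adjusted p = 0.000517). With the block for mouse number, *Alas2* changed by 9.14 and *Fech* by 4.06, at a correlation of same-numbered monocyte and RPM libraries of r = 0.097. *Alas2* was at 1.04 ± 0.453 CPM in WT monocytes and at 777 ± 886 CPM in WT RPMs (mean ± SD, n = 4), where single mice lay between 117 and 2020 CPM. *Ppox* changed by 1.96 (SE 0.19, edgeR's adjusted p = 1.02e-05), from 5.73 ± 1.60 to 22.9 ± 1.23 CPM (mean ± SD, n = 4), and by 1.99 with the block. The changes of *Uros* (1.44), *Urod* (0.81), and *Cpox* (0.75) were smaller, with edgeR's adjusted p between 0.00231 and 0.00895, and with the block they were 1.44, 0.80, and 0.75. Those of *Alad* (0.50, SE 0.22, edgeR's adjusted p = 0.0821) and *Alas1* (0.11, SE 0.19, edgeR's adjusted p = 0.673) did not pass an adjusted p of 0.05, and were 0.51 and 0.15 with the block. In RPMs relative to monocytes labelled *Il1rl1*-/-, *Alas2* changed by 9.42 (SE 1.03, edgeR's adjusted p = 1.01e-05) and *Fech* by 4.31. Erythroid marker genes rose by 6.10 in mean log2 CPM from WT monocytes to WT RPMs (exact 2-sided permutation test, p = 0.0286, 0.0429 after adjustment over 6 marker sets). Across the 8 RPM libraries, the deviations of *Alas2*, *Fech*, and *Urod* from their group means correlated with those of erythroid marker genes at r = 0.99, 0.99, and 0.95 (n = 8, exact permutation tests within groups, p = 0.0017, 0.0017, and 0.0035).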

Interactions between GATA1 and heme have previously been implicated in the control of erythropoiesis, notably in regulating the expression of genes involved in heme biosynthesis (Tanimura et al., 2016), and many of these genes were differentially expressed in the development of monocytes to RPMs (data not shown). Previous studies have also highlighted a role for a “definitive-hematopoiesis-specific” enhancer region, containing GATA, Ets, and AP-1 binding sites, 9.5 kb downstream of the *Gata2* transcriptional start site (Gao et al., 2013, Johnson et al., 2012). We found this region was accessible in WT but not IL1R1-deficient pre-RPMs (data not shown). We speculate that IL-33-mediated activation of ERK1/2 may regulate the recruitment of transcription factors to *Gata2* regulatory elements, such as the +9.5 enhancer, to regulate *Gata2* expression in the development of monocytes to pre-RPMs.

Here, we sought to clarify sources of IL-33 required for RPM development. We have discovered that native erythrocytes accumulate IL-33 and that erythrocyte-associated IL-33 is sufficient for RPM development *in vivo*. Erythrocytes have been shown to play a role in the storage and release of cytokines, although IL-33 was not investigated (Karsten et al., 2018). To date, evidence for expression of IL-33 on hematopoietic cells is very limited; however, it is noteworthy that platelets and *in vitro* cultured CD34^+^ erythroid progenitors were reported to express IL-33 (Takeda et al., 2016, Wei et al., 2015). Here, we have provided evidence for the existence of IL-33 in erythrocytes, using multiple techniques and supported by specificity controls, including samples from IL-33-deficient mice and highly purified erythrocyte preparations. In contrast to the detection of full-length IL-33 in murine erythrocytes, we found that IL-33 in human erythrocyte preparations was highly susceptible to proteolytic processing. Full-length IL-33 is biologically active; however, it is possible that proteolytic processing might regulate IL-33 activity (Lefrançais et al., 2014, Scott et al., 2018a). We could not rule out that this processing might have occurred during *ex vivo* handling, and further work is required to understand the nature of this processing and its biological relevance.

We explored mechanisms underlying the accumulation of IL-33 in erythrocytes. IL-33 localizes to the nucleus in nucleated cells, and it is unclear how IL-33 is stored in erythrocytes lacking a cell nucleus. We have found evidence for IL-33 gene transcription in bone-marrow-derived erythrocyte precursors consistent with studies in related hematopoietic cell precursors (Takeda et al., 2016, Wei et al., 2015). We also observed a partial role for IL1RL1 in acquiring and/or maintaining IL-33 in erythrocytes. However, overall, our data are inconsistent with IL-33 detected in mature erythrocytes being maintained on the cell surface by IL1RL1. The ELISA used to measure IL-33 in erythrocyte lysates does not detect IL-33 in complex with IL1RL1 (I.C.S. and E.S.C., unpublished data), and we were unable to detect endogenous IL-33 on the surface of erythrocytes or erythrocyte precursors (data not shown). We demonstrated the expression of IL1RL1 with binding activity on erythrocyte precursors in the bone marrow. Although the function of IL1RL1 during erythrocyte development is poorly understood, there is evidence for a role for IL-33 signaling in enucleation of erythroid precursors (Lopez-Yrigoyen et al., 2019). Still, additional studies will be required to elucidate mechanisms by which erythrocytes maintain a store of IL-33 in the absence of a nucleus and to further investigate the role of IL1RL1 in the bone marrow during the development of erythrocytes.

In conclusion, we have shown that IL-33 is unique in its local requirement for the development and specification of a tissue-resident macrophage phenotype, and in its cooperation with an essential biochemical compound (heme) generated by the same source, to fulfil its homeostatic function. This pathway is essential for the normal regulation of iron recycling. Similarly to its role as an alarmin in initiating immune responses during tissue damage, IL-33 appears to act as an alarmin during physiological damage of senescent erythrocytes, thereby instructing the differentiation of a specific subset of tissue-resident macrophages involved in the clearance of senescent erythrocytes and the recycling of their iron content. Beyond its role in iron homeostasis and the response to erythrocyte damage, IL-33 might also be involved in other immunological properties of RPMs, including the response to infections (Kurotaki et al., 2015).

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Zombie Aqua Fixable Viability Kit	Thermo Fisher	Catalog number: L34965
Alexa Flour 700 anti-mouse CD11b	BD Bioscience	Catalog number: 557960; RRID: AB_396960
PE/Cy7 anti-mouse CD11c	BioLegend	Catalog number: 117317; RRID: AB_493569
Brilliant Violet 421 anti-mouse F4/80	BioLegend	Catalog number: 123131; RRID: AB_10901171
APC-eFluor 780 anti-mouse Ly6C	Thermo Fisher	Catalog number: 47-5932-82; RRID: AB_2573992
PerCP/Cy5.5 anti-mouse Ly-6G	BioLegend	Catalog number: 127653; RRID: AB_2616998
Brilliant Violet 650 anti-mouse NK-1.1	BioLegend	Catalog number: 108735; RRID: AB_11147949
Brilliant Violet 605 anti-mouse CD335	BioLegend	Catalog number: 137619; RRID: AB_2562452
FITC anti-mouse CD169	BioLegend	Catalog number: 142405; RRID: AB_2563106
APC anti-mouse CD209b	Thermo Fisher	Catalog number: 17-2093-82;RRID: AB_11151692
FITC anti-mouse T1/IL1RL1 (ST2)	MD Biosciences	Catalog number: 101001; RRID: AB_947549
FITC anti-mouse Ter119	BioLegend	Catalog number: 116205; RRID: AB_313706
PE-anti-mouse CD71	BioLegend	Catalog number: 113807; RRID: AB_313568
APC anti-mouse DYKDDDDK	BioLegend	Catalog number: 637307; RRID AB_2561496
Brilliant Violet 570 anti-mouse CD45.1	BioLegend	Catalog number: 110733; RRID: AB_10895765
Brilliant Violet 785 anti-mouse CD45.2	BioLegend	Catalog number: 109839; RRID: AB_2562604
APC anti-mouse CD45	BioLegend	Catalog number: 103111; RRID: AB_312976
anti-mouse IL-33 antibody	R&D systems	Catalog number: AF3626; RRID: AB_884269
anti-human IL-33 antibody	R&D systems	Catalog number: AF3625; RRID: AB_1151900
anti-human IL-33 antibody	BioRad	Catalog number: AHP1482; RRID: AB_2124144
anti-human IL-33 antibody	BioRad	Catalog number: AHP1626; RRID: AB_2124143
p44/42 MAPK (Erk1/2) Antibody	Cell Signaling	Catalog number: 9102; RRID: AB_330744
Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody	Cell Signaling	Catalog number: 9101; RRID: AB_331646
Phospho-NF-κB p65 antibody	Cell Signaling	Catalog number: 3033; RRID: AB_331284
anti-CD235a (Glycophorin A) MicroBeads, human	Miltenyi Biotec	Catalog number: 130-050-501
anti-Ter-119 MicroBeads, mouse	Miltenyi Biotec	Catalog number: 130-049-901

**Chemicals, Peptides, and Recombinant Proteins**		

Hemin	Sigma	Catalog number: 51280
U0126	Sigma	Catalog number: 662005
Recombinant Mouse IL-33 (carrier-free)	BioLegend	Catalog number: 580502
Recombinant Human IL-33 (carrier-free)	BioLegend	Catalog number: 581802
Soluble IL1RL1 (ST2)	AstraZeneca	Catalog number: N/A
Murine IgG1	AstraZeneca	Catalog number: N/A
Recombinant Mouse M-CSF (carrier-free)	BioLegend	Catalog number: 576402
Recombinant Human M-CSF (carrier-free)	BioLegend	Catalog number: 574802
Tn5 transposase	Illumina	Catalog number: 15027865
Transposase buffer	Illumina	Catalog number: 15027866
AMPure XP beads	Beckman Coulter	Catalog number: A63880

**Critical Commercial Assays**		

Human Phospho-Kinase Array Kit	R&D systems	Catalog number: ARY003B
PKH26 Red Fluorescent Cell Linker Kits	Sigma	Catalog number: MINI26
V-PLEX Plus Mouse IL-33 Kit	MesoScale Discovery	Catalog number: K152XBD-1
Human IL-33 Duoset ELISA kit	R&D systems	Catalog number: DY3625
SMARTer stranded total RNA-Seq v2 kit	Takara	Catalog number: 634412
RNEasy plus micro kit	Qiagen	Catalog number: 74034
Minelute PCR purification cleanup kit	Qiagen	Catalog number: 28004

**Tools**		

STAR 2.5.1	https://github.com/alexdobin/STAR/releases/tag/2.5.1b	RRID: SCR_015899
cutadapt 2.5	https://pypi.org/project/cutadapt/2.5/	RRID: SCR_011841
Python 3.6.2		RRID: SCR_008394
Subread-Feature Counts 1.6.2	https://sourceforge.net/projects/subread/files/subread-1.6.2/	RRID: SCR_009803
DESeq2 1.25.9	http://bioconductor.org/packages/release/bioc/html/DESeq2.html	RRID: SCR_015687
heatmap.2 function from the R Package gplots 3.0.1.1	https://cran.r-project.org/src/contrib/Archive/gplots/.	N/A
Ingenuity Systems Pathway analysis software	Qiagen	RRID: SCR_008653
TrimGalore	https://github.com/FelixKrueger/TrimGalore/releases/tag/0.6.4	RRID: SCR_011847
Bowtie2	https://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.3.5.1	RRID: SCR_005476
Genrich	https://github.com/jsh58/Genrich#quick	N/A
BEDtools 2.29.0	https://github.com/arq5x/bedtools2/releases/tag/v2.29.0	RRID: SCR_006646
Meme-Chip	http://meme-suite.org/index.html	RRID: SCR_001783

**Data deposition**		

Sequencing data	GEO	GSE146782

### Lead Contact and Materials Availability

Lead author: Ziad Mallat, . Methods, including statements of data availability and any associated additional references are available in the online version of the paper.

### Experimental Model and Subject Details

#### Mice

All experiments were approved by the Home Office, UK. C57/Bl6 *Spic*^*igfp/igfp*^ reporter mice were kindly provided by Kenneth M. Murphy (Washington University, St Louis), BALB/c background of *Il1rl1*^*−/−*^ and *Il33*^*−/−*^ were from Andrew McKenzie and C57/Bl6 background of *Il1rl1*^*−/−*^ were from Padraic Fallon, C57/Bl6 *Myd88*^*−/−*^ mice were from Bernhard Ryffel and C57/Bl6 CD45.1 mice were originally from Jackson Labs. For the hemin (500 μg/200 μl) and IL-33 (1 μg/200 μl) *in vivo* experiment, the mice were injected intra-peritoneally once a day for 3 days. Control mice received PBS (200 μl) injections. For the ERK1/2 *in vivo* experiment, C57/Bl6 *Spic*^*igfp/igfp*^ reporter mice were treated with the MEK inhibitor U0126 or DMSO control 3 times per week for 6 weeks. U0126 solution was prepared in DMSO as previously described (Marampon et al., 2009). Two hundred microliters 50 μmol/kg were injected intra-peritoneally into each mouse. For the soluble IL1RL1 (ST2) *in vivo* experiment, C57/Bl6 *Spic*^*igfp/igfp*^ reporter mice were treated with soluble IL1RL1 or murine IgG1 control 200 μg/mouse 3 times per week for 6 weeks.

To reconstitute *Il33*^*−/−*^ mice with erythrocyte-associated IL-33, *Il33*^*−/−*^ mice received once a day for 3 days i.v. injections (200 μl) of 2x10^9^ erythrocytes from either WT or *Il33*^*−/−*^ mice.

### Method Details

#### Hemin preparation

Hemin was purchased from Sigma-Aldrich (51280, Sigma), and a stock solution was prepared at 25mg/mL in 0.15M NaCl containing 10% NH_4_OH and stored at −20°C. Hemin was used at a final concentration of 40uM for cell culture experiments and 500 μg/200 μL sterile 0.15M NaCl for i.p. injections *in vivo*, as previously described (Haldar et al., 2014).

#### Bone marrow transplants

CD45.1 mice were maintained overnight with Baytril before irradiation with two doses of 5.5 Gy (separated by 4 h) followed by reconstitution with 10^7^ bone marrow cells obtained from CD45.2 WT or *Il1rl1*^*−/−*^ mice. Donor-derived cells in spleen or liver (CD45.2^+^) were analyzed 10 weeks after transfer using flow cytometry. In other experiments, CD45.2 mice were lethally irradiated and injected intravenously (i.v.) with 10^7^ bone marrow cells containing 50% of CD45.2 WT or *Il1rl1*^*−/−*^ mice and 50% of CD45.1 mice.

#### Spleen, liver and serum iron analysis

Samples of the spleen (20-60 mg) and liver (40-90 mg) were digested (1 in 10) in 16% nitric acid, prepared by diluting a stock solution of high purity nitric acid (65% w/v p.a. plus; Sigma-Aldrich) with ultra-high purity water, in acid-cleaned 15 mL PTFE vials in an UltraWave Single Reaction Chamber Microwave Digestion System (Milestone Srl; Sorisole, Italy). The following digestion conditions were followed: 5 min ramp to 120°C, then 10 min ramp from 120°C to 230°C and maintained at 230°C for 15 min. Blank samples, containing just the acid mixture, were similarly prepared to check for background Fe contributions.

Digested samples were analyzed for total Fe by inductively coupled plasma optical emission spectrometry (Jobin Yvon Horiba Ultima 2C; Instrument SA, Longjumeau, France), equipped with a concentric micro-nebulizer and cyclonic spray chamber. A sample introduction pump speed of 10 rates/min, nebulizer flow rate of 0.72 mL/min and a plasma gas flow rate of 10 L/min was used with low-flow sample tubing. The 259.940 nm analytical line for Fe was used. All samples, including blank samples, were analyzed in a single batch with acid-based Fe standards (0-40 mg/L). Each sample was analyzed in triplicate and the average value was used. For serum measurements, 20 μl of serum was incubated with 20 μl of acid reagent for 5 min. Supernatant was mixed with 40 μl chromagen reagent, and absorbance at 535 nm was measured as described above.

#### Histochemical analysis

For Perl’s Prussian blue stain, tissues were fixed with 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.0), embedded in paraffin, and stained with Perl’s Prussian blue and pararosaniline (Sigma).

#### Differentiation of bone marrow-derived macrophages

Fresh bone marrow cells were used to generate BMDM. Cells were resuspended in 10 mL bone marrow differentiation media (RPMI1640 supplemented with 10% fetal bovine serum (GIBCO, cat. 12657-029), 100 U/mL penicillin, 100 μg/mL streptomycin, 2 mM L-glutamine and 20ng/mL of M-CSF(BioLegend)). Cells were seeded in Petri dishes (Corning Brand) and incubated at 37°C in a 5% CO_2_ atmosphere. Four days after seeding, an extra 10 mL of fresh differentiation media were added per plate and incubated for an additional 3 days.

#### Flow cytometry

Single-cell suspensions of bone marrow, spleen and liver were incubated with Fc block solution (eBioscience, clone 93), dilution of 1:200 in flow buffer (PBS, 1% BSA, 2 mM EDTA, 0.01% NaN3) for 10 min at 4°C. Cells were then stained with fluorophore-conjugated antibodies, dilution of 1:200 in flow buffer for 30 min at 4°C, prior to extensive wash and analyzed using an LSRII Fortessa (BD) flow cytometer. The following antibodies were used in the experiments, Zombie Aqua Fixable Viability Kit, Alexa Flour 700 anti-mouse CD11b (BD Bioscience MI170), PE/Cy7 anti-mouse CD11c (BioLegend N418), Brilliant Violet 421 anti-mouse F4/80 (BioLegend BM8), APC-eFluor 780 anti-mouse Ly6C (eBioscience HK1.4), PerCP/Cy5.5 anti-mouse Ly-6G (BioLegend 1A8), Brilliant Violet 650 anti-mouse NK-1.1 (BioLegend PK136), Brilliant Violet 605 anti-mouse CD335 (BioLegend 29A1.4), FITC anti-mouse CD169 (BioLegend 3D6.112), APC anti-mouse CD209b (eBioscience eBio22D1), FITC anti-mouse T1/IL1RL1 (ST2) (mdbioproducts DJ8), FITC anti-mouse Ter119 (BioLegend Ter119), PE anti-mouse CD71 (BioLegend RI7217), APC anti-mouse DYKDDDDK (BioLegend L5), Brilliant Violet 570 anti-mouse CD45.1 (BioLegend A20) and Brilliant Violet 785 anti-mouse CD45.2 (BioLegend 104), APC anti-mouse CD45 (BioLegend 30-F11). Cell analysis was done using BD FACSDiva v8.01 Software and figure displayed dot plots and histograms were obtained using FlowJo v10.5 software (FlowJo, LLC).

#### Cytokine quantification

We used MesoScale Discovery IL-33 V-Plex assay kit (product code K152XBD-1) and human IL-33 Duoset ELISA kit (DY3625, R&D systems) according to manufacturer’s instructions. Measurements were performed blindly by the Core Biochemical Assay lab at Addenbrookes Hospital, the University of Cambridge, Cambridge, UK.

#### Quantitative RT-PCR

For gene expression analysis, RNA from sorted RPM, Pre-RPM and Monocytes were isolated using an RNAeasy mini kit (QIAGEN). RT-PCR was performed using a QuantiTect Reverse Transcription kit (QIAGEN). Real-time PCR was performed on 5 μL cDNA product (diluted 10 to 20 times) using SYBR Green qPCR mix (Eurogentec) on a Roche Lightcycler. Primer sequences are: human *SPIC* forward 5′-ACGGTAATTAACAGTGCTGCG-3′ and reverse 5′-GCTGGAGAAGAGTGGGTTGT-3′, human *HMOX1* forward 5′-TAGAAGAGGCCAAGACTGCG-3′ and reverse 5′- GGGCAGAATCTTGCACTTTGTT-3′, human *TREML4* forward 5′- AGACCAGGAAATCAAGAGCCC-3′ and reverse 5′-AAACCTCGTCACTGCTGTCC-3′, human *VCAM1* forward 5′-GTTTGCAGCTTCTCAAGCTTTT-3′ and reverse 5′-AGATGTGGTCCCCTCATTCG −3′, human *LCN2* forward 5′-GCCCTGAAATCATGCCCCTA-3′ and reverse 5′-TCCCCTGGAATTGGTTGTCC-3′, human *BACH1* forward 5′-TCGCGTAAGAAAAGCCGAG-3′ and reverse 5′-CATCAACCATATTGTGCGAGGC-3′, human *IL1RL1* forward 5′- CCCTCTGTCTTTCAGTTTGGTTGA-3′ and reverse 5′- ACGACAGTGAAGGTCACCAC-3′. Mouse *Spic* forward 5′-ACTGGAGAGGTGTAACAAATGGT-3′ and reverse 5′-CAAACAGCCGAAGCTTTCTCC-3′, mouse *Treml4* forward 5′-AAGCACAGCCACCATCTTTATG-3′ and reverse 5′-GCACACAGAAAACTGACAGCA-3′, mouse *Bach1* forward 5′-CTCTGAGACGGACACGGAAG-3′ and reverse 5′-CCTTCTGCGGATGTCATGGA-3′, mouse *Itgam* (Cd11b) forward 5′-GTGAGGTCTAAGACAGAGACCAA-3′ and reverse 5′-TGCCGCTTGAAAAAGCCAAG-3′, mouse *Hmox1* forward, 5′-GCTAGCCTGGTGCAAGATACT-3′ and reverse 5′-TGGGGGCCAGTATTGCATTT-3′, mouse *Il1rl1* forward 5′-CCAGCCCTTCATCTGGGTATC-3′ and reverse 5′-TGGCAATGGCACAGGATAGT-3′, mouse *Lcn2* forward 5′-CTGTCCCAATCGACCAGTGT-3′ and reverse 5′-CCAGCTCCCTCAATGGTGTT-3′, mouse *Adgre1* (F4/80) forward 5′-AATCGCTGCTGGTTGAATACAG-3′ and reverse 5′-CCAGGCAAGGAGGACAGAGTT-3′, mouse *Vcam1* forward 5′-CCGGCATATACGAGTGTGAA-3′ and reverse 5′-GATGCGCAGTAGAGTGCAAG-3′.

These experiments were independently repeated three times and each treatment consisted of triplicate samples.

#### PKH26-staining of Mouse RBCs and analysis of PKH26-stained cells

Anti-mouse CD47 Fab antibody treated RBCs were stained with PKH26 (Sigma) according to the manufacturer’s protocol. Briefly, 250 μL of RBCs were mixed with 2.25 mL diluent C from the PKH26 cell linker kit and incubated with 2 μM PKH26 dye for 5 min at room temperature. The staining reaction was stopped by the addition of 2.5 mL FBS for 1 min, followed by further dilution with 5 mL PBS. Cells were then washed three times with PBS and resuspended at 1x10^10^/200 μL for intravenous injection. 24 h after i.v. injection, spleens were collected and single-cell suspensions were prepared by mechanical disruption. Following incubation in Fc block, splenocytes were labeled with antibodies against Ly6G, CD11b and F4/80 and analyzed by flow cytometry (Fortessa) for PKH26+ cells in splenic monocytes (CD11b^hi^ F4/80^-^) or pre-RPM (CD11b^hi^ F4/80^lo^) or RPM (CD11b^lo/-^ F4/80^hi^) or neutrophil (Ly6G^hi^CD11b^+^) population.

#### Crude RBC lysates preparation

Human or mouse whole blood was collected in EDTA-treated blood collection tubes, followed by centrifugation at 400 g for 10 min. The RBC were transferred to new tubes and washed twice in PBS. The samples were incubated with RBC lysis buffer at room temperature for 10 min. After centrifugation at 13,000 g for 15 min at 4°C, the supernatants were passed through Amicon ultra (50 kDa) cutoff filter to remove haemoglobin (64 kDa), followed by a centrifugation at 7,000 g for 20 min at 4°C.

#### Enriched human RBC lysates preparation

The positive selection of human erythrocytes from fresh human whole blood was performed using anti-CD235a (Glycophorin A)-conjugated microbeads and MACS LS columns (Miltenyi Biotec) according to manufacturer’s instructions. Enriched erythrocyte preparations (2e8 cells/mL) were lysed in PBS/0.1% Triton X-100 at 4°C and lysates snap frozen on dry ice.

#### SDS-PAGE and western blot analysis

Samples were analyzed by SDS-PAGE on NuPAGE Novex 4%–12% or 12% Bis-Tris mini gels (Invitrogen) with MOPS running buffer (Invitrogen) according to manufacturer’s instructions under reducing conditions. All samples were reduced by heating to 95°C for 3 min in SDS-PAGE buffer containing 2% beta-mercaptoethanol. Proteins were transferred to nitrocellulose membranes (Invitrogen) and detected by western blotting. IL-33 was detected with an anti-mouse IL-33 antibody (R&D systems AF3626) and anti-human IL-33 antibodies (R&D systems AF3625 and BioRad AHP1482, AHP1626). Immunoreactive proteins were identified with HRP-conjugated secondary antibodies (R&D systems HAF008, 005 and 109) and Supersignal West Femto substrate (Pierce 34095) and visualized on LI-COR cDigit.

#### RNA-sequencing analysis in splenocytes

RNA was extracted from freshly sorted splenic monocytes, pre-RPM and RPM, using the RNEasy plus micro kit (QIAGEN). RNA libraries were prepared using the SMARTer stranded total RNA-Seq v2 kit (Takara) and sequenced using Illumina NovaSeq (2x50bp), obtaining approximately 20 million reads per sample.

#### ATAC-sequencing analysis in splenocytes

ATAC-seq was performed according to the published Omni-ATAC protocol (Corces et al., 2017). Briefly, nuclei were purified from 5x10^4^ freshly sorted splenic monocytes, pre-RPM and RPM. Transposition reactions were performed in 50 μL using Tn5 transposase (Illumina) for 30 min at 37°C. Libraries were prepared using the recommended Nextera barcodes (Corces et al., 2017) and the number of PCR amplification cycles was determined empirically as the number of cycles required to generate 25% of the maximum of a 5 μL aliquot, as recommended (Corces et al., 2017). Libraries were cleaned up using the Minelute PCR purification cleanup kit (QIAGEN) followed by AMPure XP beads (Beckman Coulter) and quantified using quantitative PCR (Kapa Biosystems). 5nM libraries were multiplexed and sequenced using Illumina NovaSeq (2x50bp), obtaining approximately 80 million reads per barcoded sample.

#### Differential gene expression (DGE) analysis

Reads were mapped to Ensembl/GRCm38.95 using STAR (v2.5.1) (https://github.com/alexdobin/STAR/releases/tag/2.5.1b) with default parameters, trimmed with cutadapt 2.5 (https://pypi.org/project/cutadapt/2.5/) under Python 3.6.2 (parameters:–nextseq-trim = 20 -m 15 for the R1 reads and–nextseq-trim = 20 -m 15 -u 3 for the R2 reads) and counted using Subread-Feature Counts (v1.6.2) (https://sourceforge.net/projects/subread/files/subread-1.6.2/). DGE analysis was performed using DESeq2 (v1.25.9) (http://bioconductor.org/packages/release/bioc/html/DESeq2.html). Heatmaps were generated using the heatmap.2 function from the R Package gplots version 3.0.1.1 (https://cran.r-project.org/src/contrib/Archive/gplots/). Lists of differentially expressed genes were submitted to Pathway analysis using Ingenuity Systems Pathway analysis software (QIAGEN).

#### ATAC peak calling & Meme

Reads were quality trimmed using TrimGalore (https://github.com/FelixKrueger/TrimGalore/releases/tag/0.6.4) with a quality Phred score cutoff of 20 and a minimum required sequence length for both reads before a sequence pair gets removed set to 20 bp. Trimmed reads were mapped to Ensembl/GRCm38.95 using Bowtie2 (https://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.3.5.1/) with standard parameters. Peaks were called using Genrich (https://github.com/jsh58/Genrich#quick) and excluding mitochondrial reads. Differential peak analysis was performed using BEDtools 2.29.0 (https://github.com/arq5x/bedtools2/releases/tag/v2.29.0). Motif enrichment was performed using Meme-Chip (Ma et al., 2014) with default parameters.

### Quantification and Statistical Analysis

Data are represented as mean ± SEM. Differences between values were examined using the parametric two-tailed unpaired Student’s t test or two-way ANOVA.

### Data and Code Availability

All sequencing data have been deposited in the National Centre for Biotechnology Information Gene Expression Omnibus (GEO). The accession number for the sequencing data reported in this paper is GEO: GSE146782. All other relevant data and scripts are available on request.

How the deposited data were processed for this re-analysis (not part of the article)

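RNA-seq was measured in monocytes, pre-RPMs, and RPMs of WT mice and mice labelled *Il1rl1*-/-, with 4 mice per genotype and 24 libraries. Of the 48 samples of the study, the 24 chromatin accessibility samples were not analysed here. The authors trimmed reads with cutadapt 2.5, aligned them with STAR 2.5.1, and counted read pairs per gene with featureCounts 1.6.2, strand-specifically and over exons joined by gene name. As deposited by the authors, the values are counts, whole numbers that were neither normalized nor filtered. Each library lists the same 54735 genes, and 8 of them have exons on more than 1 chromosome. The median total count per library was 4728764 (from 3562367 to 6559454), and between 18917 and 21804 genes had counts. At this depth, a count of 3 or less was treated as not told apart from 0, and a fold against a group in which no library exceeded it is given as a lower bound.

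The label of each library gives its cell type, genotype, and mouse number. Libraries of the same mouse number, in both genotypes and all cell types, share the same i5 index, and same-numbered WT mice and mice labelled *Il1rl1*-/- are different animals. Within a genotype, same-numbered libraries of different cell types come from the same mouse by label. The mouse number was tried as a block and not used in the values given first. For steps between cell types, the values given first therefore leave out this pairing, and the block values use it. In interaction fits, the block joined same-numbered mice of both genotypes, and a block for each animal was not fitted. For each comparison, the correlation across genes of the deviations of same-numbered libraries from their group means was computed. All directions between genotypes follow the labels, since the counts of *Il1rl1* go against them in monocytes and pre-RPMs.

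Pairs of groups were compared in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr, Benjamini-Hochberg adjustment over all genes tested), which uses limma 3.58.1. The SE of a log2 fold change was derived from the F statistic. Genotypes were compared at an adjusted p under 0.05, and cell types at an adjusted p under 0.01 and an absolute log2 fold change above 1. Differences between changes were tested as interactions. The CPM was scaled with TMM factors over the 24 libraries (from 0.797 to 1.38), and log2 CPM used a prior count of 2. Correlations and principal components used 12842 genes kept over all libraries. Single genes and marker scores were compared with exact 2-sided permutation tests, in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The marker sets of basophils and mast cells, NK, T, B, erythroid, and plasma cells, and the heme biosynthesis genes, were listed without reference to their values, whereas the rule by which the relations to marker sets were judged was set after results were seen. The genes named are those the paper names for RNA-seq, the heme biosynthesis genes, genes associated with RPMs, and, for each comparison, the 3 largest rises and 3 largest falls among called genes whose groups do not overlap and whose mean log2 CPM is at least 1. Any other gene named was chosen after its values were seen. Some results on heme biosynthesis genes are not reported here.

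The alternatives tried were DESeq2 1.42.0, RLE size factors, every gene with at least 1 count, at least 10 counts in every library compared, all 24 libraries in a single fit, the mouse number as a block, a fold change threshold between genotypes or tested with glmTreat, other definitions of an accentuated change, and each library left out in turn. The tests were run on simulated data of 10576 genes, 200 of them changed, where edgeR recovered 155 of 200 genes changed 2-fold, with 6.06% false calls, and 194 changed 4-fold, with 5.37%. Pathway scores were not repeated, since they come from a commercial database, and results by flow cytometry and PCR were not analysed here.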

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

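The tests given in this part were chosen only after the results were seen.

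Among 130 combinations of a named gene and a group of 4 libraries, 5 held a library farther from the other 3 than their spread would give in 1 of 20 cases, where 6.5 are expected by chance. *Gata3* was at 1.79 CPM in pre-RPM replicate 3 labelled *Il1rl1*-/- against 0.473 to 0.559 in the others, *Urod* at 9.32 CPM in replicate 4 against 13.2 to 13.4, *Ppox* at 11.9 CPM in replicate 2 against 8.34 to 8.76, and *Spic* at 8.99 CPM in replicate 1 against 11.4 to 11.7. *Itgam* was at 58.3 CPM in WT monocyte replicate 2 against 77 to 80.8. These 5 values fall in 5 different libraries, and their number is below that expected by chance. No biological explanation was tested.

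The change from pre-RPMs to RPMs differed between genotypes for 13 genes, 8 with a positive and 5 with a negative difference, a balance that was the opposite with DESeq2 (13 and 23), with every gene with at least 1 count (78 and 146), and with the mouse number as a block (9 and 15). Of the 8 splits that part all same-numbered pairs, 1 gave as many, the real one. The other 7 each gave 0 genes (at most 548 at an unadjusted p under 0.05, against 914). With 8 splits the share cannot go under 0.125, so that their number alone cannot rule out chance. Among them was *Il1rl1*, with a difference of −2.67 on the log2 scale (SE 0.48, edgeR's adjusted p = 0.0197; from 7.21e-05 to 0.0674 over the alternatives). The mouse number as a block gave −2.68 (edgeR's adjusted p = 0.0125). It is the gene targeted in the mutant, its counts were higher in 4 of 4 monocyte and 4 of 4 pre-RPM libraries labelled *Il1rl1*-/- than in any WT library of the same cell type, and this goes against the label. A single mislabelled library cannot give a difference in 4 of 4 libraries, and the labels were checked on other genes. Among the 6 other genes called in monocytes, 0 of 96 values in pre-RPM and RPM libraries lay on the side of the other genotype. Among 9 genes called in both pre-RPMs and RPMs, at most 1 lay on the side of the other genotype in any single monocyte library. These values show no library that groups with the other genotype. An exchange of the labels of all libraries of a genotype cannot be tested with these counts. Reads from a part of the gene that the targeting left in place may give such counts, and this was not tested, since the deposited values do not tell exons apart.

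*Hormad1*, which the paper does not discuss and which was chosen after its values were seen, had 0 to 2 counts in WT monocytes, 0 to 1 in WT pre-RPMs, and 0 in WT RPMs. Its counts were 14 to 32, 10 to 18, and 33 to 45 in the libraries labelled *Il1rl1*-/-, higher in 4 of 4 libraries of each cell type. The fitted log2 fold changes were 5.31 (SE 0.64, edgeR's adjusted p = 0.0159), 4.96 (SE 0.63, edgeR's adjusted p = 0.000762), and 8.24 (SE 0.60, edgeR's adjusted p = 0.000233). Over the alternatives the adjusted p ranged from 1.05e-13 to 0.0887, from 2.1e-07 to 0.00713, and from 1.48e-29 to 0.00201. As WT is at the floor, *Hormad1* was at least 6.44-fold, 3.49-fold, and 10.1-fold higher in monocytes, pre-RPMs, and RPMs labelled *Il1rl1*-/-. It lies on chromosome 3 from 95559677 to 95587671, directly before *Golph3l* on the same strand, which was lower in the same libraries. A candidate explanation is a strain difference between the WT and mutant mice. Of the 6 genes called in every cell type, *Gm25360* and *Hjurp* lie on chromosome 1 with *Il1rl1* (1-sided Fisher exact test, p = 0.0481), while *Hormad1* and *Golph3l* do not, so that a variant around the targeted locus does not account for them.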

How the results depend on the processing

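The alternatives were chosen before the data were examined, and none was added. The cause was not tested for any of the changes given here.

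For genes called between genotypes, DESeq2 gave 26 genes in monocytes and 56 in RPMs. Testing every gene with at least 1 count gave 139 in monocytes, 265 in pre-RPMs, and 272 in RPMs, and requiring at least 10 counts in every library gave 3 in monocytes and 39 in pre-RPMs. All 24 libraries in a single fit gave 16 in monocytes and 17 in pre-RPMs, and a fold change threshold gave 36 in pre-RPMs. The mouse number as a block gave 27 in monocytes, 145 in pre-RPMs (where same-numbered libraries of different animals correlated at r = 0.092), and 81 in RPMs. Across the fits that each left out 1 library, the numbers ran from 1 to 8 in monocytes, from 37 to 68 in pre-RPMs, and from 19 to 38 in RPMs. The share of called genes that were higher in libraries labelled *Il1rl1*-/- moved in pre-RPMs from 18 of 59 to 10 of 17 in the single fit. In monocytes it moved from 5 of 7 to 9 of 16 in the single fit. In RPMs it moved from 17 of 26 to 26 of 56 with DESeq2, 61 of 272 with every gene, 12 of 26 in the single fit, and 27 of 81 with the block.

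From monocytes to pre-RPMs in WT, DESeq2 gave 694 genes, every gene with at least 1 count 1094, at least 10 counts 217, the single fit 772, glmTreat 117, and single libraries left out 169 to 1041. Among libraries labelled *Il1rl1*-/-, this step gave 1060 genes with every gene, 264 with at least 10 counts, 178 with glmTreat, and 336 to 813 with single libraries left out. The share of genes higher in WT pre-RPMs, 35 of 396, became 149 of 694 with DESeq2, 305 of 1094 with every gene, and 220 of 772 in the single fit. From pre-RPMs to RPMs, at least 10 counts gave 1467 genes in WT and 1542 in libraries labelled *Il1rl1*-/-, glmTreat gave 1660 and 1866, and single libraries left out gave 2686 to 2872 and 2964 to 3092. Interactions from monocytes to pre-RPMs rose from 0 genes (454 at an unadjusted p under 0.05) to 78 with every gene, and were 0 in each fit that left out 1 library. Those from pre-RPMs to RPMs were 36 with DESeq2, 224 with every gene, 5 with at least 10 counts, 3 in the single fit, 24 with the block, and 10 to 18 with single libraries left out.

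The *Gata2* difference in pre-RPMs kept its direction and its side of the threshold under every alternative that could be fitted, from −3.37 to −2.51 (edgeR's adjusted p from 0.000335 to 0.0223) with single libraries left out, and over all alternatives with an adjusted p from 2.66e-22 to 0.026. Its block value was −2.85. Requiring at least 10 counts in every library gave no value for it. The *Gata2* interaction passed with every gene (−1.87, edgeR's adjusted p = 0.000799; from 0.000799 to 1 over the alternatives). For *Ets1* in pre-RPMs, the single fit gave −0.90 (edgeR's adjusted p = 0.591; from 1.28e-08 to 0.591 over the alternatives), and single libraries left out gave −1.11 to −0.77, no longer called in 6 of 8. Its value was −0.90 with the block too. The accentuated share was 64.6% with every gene, 47.1% in the single fit, and 65.5% with at least 0.5 on the log2 scale. It was 79.7% with DESeq2, 84.6% with at least 10 counts, and 75% to 83.6% with single libraries left out. The correlation of changes from pre-RPMs to RPMs was 0.969 with DESeq2, 0.956 with every gene, 0.987 with at least 10 counts, and 0.969 in the single fit.

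The change of *Gata2* from monocytes to pre-RPMs in WT reversed to 0.12 without WT monocyte replicate 1, with −0.80 to 0.12 across the 8 fits that each left out 1 library. That of *Alas1* from monocytes to RPMs reversed to −0.06 without WT monocyte replicate 2, with −0.06 to 0.23 across such fits. For the 107 results on single genes and CPM, other settings gave 500 values on the same side, 3 stronger, and 9 weaker, and single libraries left out gave 681 on the same side, 2 stronger, 35 weaker, and 2 reversed. Depth limits *Gata1* most, whose counts in monocytes were 4 at most.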

Differences from the paper's values

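No test in this part was chosen after a result was seen; the alternatives compared were set before the data were examined.

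The paper states about 20 M reads per sample as depth, and the median count on genes per library was 4.73 M; no alternative bears on this. From monocytes to pre-RPMs in WT, the paper's number of differentially expressed genes is 693, against 396 here. DESeq2 (694), all 24 libraries in a single fit (772), and the mouse number as a block (504) gave numbers within 1.5 times the paper's, the margin used for counts, and of these only DESeq2 came to within 1 gene of it. RLE size factors (400), every gene with at least 1 count (1094), at least 10 counts (217), and glmTreat (117) stayed outside this margin. Leaving out single libraries gave 169 to 1041 genes, each outside this margin. Between genotypes in monocytes, the paper's Table S1 lists 17 genes, against 7 here. All 24 libraries in a single fit (16) came within this margin, and DESeq2 (26), RLE size factors (8), every gene with at least 1 count (139), at least 10 counts (3), the block (27), a fold change threshold (7), and single libraries left out (1 to 8) did not. This margin compares the lengths of the lists only. DESeq2, the method the paper names, called all 17 of the listed genes here, and the main test called 4 of them.

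In pre-RPMs, the paper's log2 fold change for *Golph3l* is −2.573, against −3.33 here, and under none of the alternatives set before the data were examined did the values come within the larger of the 2 standard errors, the margin used for fold changes. For *Gata2*, the paper's value is −2.231, against −3.01 here. Leaving out WT pre-RPM replicate 3 (−2.51) narrowed the difference to within this margin (the paper's standard error is 0.367) without removing it, and DESeq2 (−3.05), RLE size factors (−3.01), every gene with at least 1 count (−2.99), the single fit (−3.01), and the block (−2.85) did not. For *Cux2*, the paper's value is 2.846, against 3.21 here. The block (3.19) and leaving out WT pre-RPM replicate 1 (3.16), 3 (3.19), or 4 (3.18) or pre-RPM replicate 4 labelled *Il1rl1*-/- (2.96) came within this margin, but the paper's standard error is 0.3447, so that all except the last moved the value little, and DESeq2 (3.24), RLE size factors (3.21), every gene with at least 1 count (3.23), and the single fit (3.21) did not. The paper's Table S2 gives a mean of 3.70345 CPM for *Gata2* in pre-RPMs labelled *Il1rl1*-/-, against 1.45 CPM here. Neither scaling by total counts (1.5) nor by RLE size factors (1.47) reached it, and the paper's Figure 7B shows about 1.5 CPM, read by eye.

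Of the genes the paper lists, 4 of 17 in monocytes, 51 of 62 in pre-RPMs, and 22 of 36 in RPMs were called here, and DESeq2 called 17, 53, and 34. *Hdc*, which the paper shows among the genes of Figure 6D, had a log2 fold change of −1.92 (edgeR's adjusted p = 0.109), and was called with every gene with at least 1 count (−1.90, edgeR's adjusted p = 2.91e-06), with the block (−1.75, edgeR's adjusted p = 0.00784), and without WT pre-RPM replicate 2 (−2.16, edgeR's adjusted p = 0.0448), with an adjusted p from 2.91e-06 to 0.275 over the alternatives.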

Other observations

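The tests on basophil and mast cell, NK, and T cell markers for *Gata2* and *Gata3*, on erythroid markers for *Gata1*, and on the selection of accentuated genes were written down before their results were seen, and all others in this part were chosen only after the result was seen.

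Other splits of the libraries were fitted in the same way. Of the 8 splits that part all 4 same-numbered pairs, 1 gave as many genes as the real grouping for each comparison of genotypes in monocytes, pre-RPMs, and RPMs, for each step in WT and in libraries labelled *Il1rl1*-/-, and for the heme biosynthesis genes, in each case the real one. For the interaction from monocytes to pre-RPMs, with 0 genes, 8 of 8 did. The share cannot go under 0.125 with 8 splits. Over all 35 splits, 2 gave as many genes in monocytes, 1 in pre-RPMs, and 3 in RPMs. The split of mice 1 and 2 against mice 3 and 4 gave 1672 genes in monocytes and 223 in RPMs, more than the genotype. Both genotypes are equally represented on each side of it. In monocytes, NK cell markers were higher in mice 1 and 2 by 0.96 and T cell markers by 1.15 in mean log2 CPM (exact 2-sided permutation test, p = 0.0286 in each, 0.0571 after adjustment over 6 sets). B cell markers were higher by 1.25 (exact 2-sided permutation test, p = 0.0286, 0.0571 adjusted) and basophil and mast cell markers by 1.45 (exact 2-sided permutation test, p = 0.0571, 0.0857 adjusted). In RPMs, erythroid markers went the other way, lower in mice 1 and 2 (difference −1.97, exact 2-sided permutation test, p = 0.0286, 0.114 adjusted). The other sets were higher there by 0.62 to 1.02 (exact 2-sided permutation tests, p from 0.0571 to 0.143). More or less RNA from other cells in these libraries may account for the split, and it cannot be told apart from another difference between these mice.

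The lower *Gata2* in pre-RPMs labelled *Il1rl1*-/- may reflect less RNA from basophils or mast cells. Their marker score was lower by 1.99 (difference −1.99, exact 2-sided permutation test, p = 0.0286, 0.0571 after adjustment over 6 sets, lower in 4 of 4 same-numbered pairs). *Gata2* followed this score at r = 0.86 (permutation test, p = 0.0018, 0.0081 adjusted over 9 relations; Spearman's rho 0.88, permutation test, p = 0.001; 0.82 without the 2 farthest libraries; 0.78 in pre-RPMs alone; 0.56 within mice 1 and 2 and within mice 3 and 4). With the score as a covariate, the log2 fold change of *Gata2* was −1.06 (edgeR's adjusted p = 0.724). NK cell RNA was tested in the same way. Its score was lower by 1.19 (difference −1.19, exact 2-sided permutation test, p = 0.0286, 0.0571 adjusted, lower in 4 of 4 pairs), but *Gata2* followed it at r = 0.49 only (permutation test, p = 0.11; Spearman's rho 0.49, permutation test, p = 0.098; 0.3 without the 2 farthest; −0.31 in pre-RPMs alone), and the covariate gave −4.80 (edgeR's adjusted p = 0.469). RNA from basophils or mast cells therefore remains a candidate explanation. *Gata2* expressed by the pre-RPMs themselves cannot be told apart from it, since the covariate follows the genotype.

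*Ets1* followed the NK cell score at r = 0.89 (permutation test, p = 0.00034, 0.0031 adjusted over 9 relations; Spearman's rho 0.85, permutation test, p = 0.0012; 0.83 without the 2 farthest; 0.81 within mice 1 and 2 and within mice 3 and 4; 0.58 in pre-RPMs alone), with the same score difference of −1.19, and its log2 fold change with this score as a covariate was −0.041 (edgeR's adjusted p = 1). It also followed the T cell score (r = 0.81, permutation test, p = 0.003, 0.009 adjusted over 9 relations; Spearman's rho 0.83, permutation test, p = 0.0017; 0.89 without the 2 farthest; 0.13 within mice 1 and 2 and within mice 3 and 4; 0.49 in pre-RPMs alone), a relation that mostly follows the difference between these 2 sets of mice. Of the 59 genes called in pre-RPMs, 0 were called with the NK cell score as a covariate, and 25 had an unadjusted p under 0.05. As this score does not overlap between genotypes, it cannot be separated well from the genotype in such a fit, and the loss of calls does not bear on the explanation. That most genes called in pre-RPMs are lower may reflect less RNA from NK cells, whose score differed (exact 2-sided permutation test, p = 0.0286). B cells were tested as well, and their score fell by 0.76 on the log2 scale (exact 2-sided permutation test, p = 0.0286, 0.0571 adjusted, lower in 4 of 4 pairs). With the B cell score as a covariate, 55 of the 59 had an unadjusted p under 0.05, 23 genes were called, 8 of them among the 59, and *Gata2* changed by −1.95 (edgeR's adjusted p = 0.802) and *Ets1* by −0.33 (edgeR's adjusted p = 1), which does not decide for or against B cells. As 3 of the 6 sets were at the smallest p that 4 against 4 libraries allow, these scores could not go under an adjusted p of 0.0571 whatever their size, and less RNA from NK or B cells cannot be told apart from a change within pre-RPMs.

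RNA from erythroid cells was tested for *Gata1*. The erythroid score rose by 1.32 from monocytes to pre-RPMs in WT (exact 2-sided permutation test, p = 0.0857, 0.171 adjusted over 6 sets, higher in 4 of 4 pairs) and by 6.10 from monocytes to RPMs (higher in 4 of 4 pairs), but *Gata1* did not follow it in RPMs (r = −0.24, n = 8, exact permutation test, p = 0.57) or in pre-RPMs (r = −0.35, n = 8, exact permutation test, p = 0.46), which goes against this explanation without excluding it. For *Gata3*, the NK cell score fell from monocytes to RPMs (difference −3.91, exact 2-sided permutation test, p = 0.0286, 0.0429 adjusted, lower in 4 of 4 pairs), and *Gata3* followed it at r = 0.68 (permutation test, p = 0.028, 0.063 adjusted over 9 relations; Spearman's rho 0.59, permutation test, p = 0.051; 0.44 without the 2 farthest; 0.58 within mice 1 and 2 and within mice 3 and 4), but at r = −0.39 in pre-RPMs alone. The T cell score did not fall (difference 0.59, exact 2-sided permutation test, p = 0.286), and *Gata3* followed it at r = 0.52 (permutation test, p = 0.1; −0.52 in pre-RPMs alone). Whether less RNA from NK cells contributes to the fall of *Gata3* cannot be told from these values. For the heme biosynthesis genes, the erythroid score rose by 6.10 from monocytes to RPMs (exact 2-sided permutation test, p = 0.0286, 0.0429 adjusted, higher in 4 of 4 pairs), and 3 genes, *Alas2*, *Fech*, and *Urod*, followed it across RPM libraries at an adjusted p under 0.05 (r = 0.99, 0.99, and 0.95, exact permutation tests, 0.0076, 0.0076, and 0.011 after adjustment over the genes tested). RNA from erythroid cells, including those taken up by RPMs, may account for part of their rise.

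Genes called between genotypes were unevenly spread over chromosomes. Chromosome 1, which holds *Il1rl1*, held 12 of 59 called genes in pre-RPMs (20.3% against 6.2% of genes tested; 1-sided Fisher exact test, p = 0.0044 adjusted over chromosomes) and 8 of 26 in RPMs (30.8% against 6.23%; 1-sided Fisher exact test, p = 0.0025 adjusted). Among them, named after their values were seen, *Il18rap* (−1.44 in pre-RPMs) and *Il1r1* (−1.53 in RPMs) lie within 0.2 Mb of *Il1rl1*. So do *Il18r1* and *Gm38070*. The others, apart from *Il1rl1* itself, lie farther away, such as *Hjurp* at 47.8 Mb and *Cd55* at 90.0 Mb. Chromosome 15 held 6 of 26 in RPMs (23.1% against 3.96%; 1-sided Fisher exact test, p = 0.00439 adjusted). Strain variants carried along with the targeted locus, and on chromosome 15, are candidate explanations for these genes. Between genotypes in monocytes, *Il18r1* and *Il18rap* changed by −0.78 and −0.36 and were not called. Both fell from monocytes to pre-RPMs in WT (−2.96 and −3.23), as NK cell marker genes did. In RPMs, *Il18r1* changed by −2.05 and was not called. For these 2 genes, less RNA from NK cells is a candidate as well. Whether a segment carried along with the locus reaches the distant genes was not tested. All mice are labelled with the same strain, and variants were not tested. Without the 10 most counted genes, 60 genes were called in pre-RPMs, 58 of them among the 59, so that a few genes taking most of the counts does not account for the calls.

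WT pre-RPM replicate 3 was highest of the 4 in 88.1% of RPM genes (74 of 84), with a median of 3.38% of the level in RPMs against 0.601% to 1.21% in the others, where RNA from RPMs in that library is a candidate explanation. The selection of genes by their level in pre-RPMs may account for part of the accentuated share, since 11 of 68 shares from regrouped libraries were as large as that of the real grouping (79.7%). With WT as the group that changed, the real grouping gave 27.1%, below the lowest of the 68 (39%). That direction counts a gene lower in pre-RPMs labelled *Il1rl1*-/- only if it rose in WT. The 40 lower genes had a median change of −1.84 in WT. A low share can follow from this fall, so it does not decide whether selection alone accounts for the accentuated share.

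Of the genes associated with RPMs, *Spic* (6.90 in WT and 7.20 in libraries labelled *Il1rl1*-/-), *Treml4* (2.81 and 3.07), *Vcam1* (9.64 and 10.95), *Hmox1* (6.96 and 7.23), and *Adgre1* (3.26 and 3.39) were higher in RPMs than in monocytes on the log2 scale, and *Bach1* (−1.68 and −1.49) and *Itgam* (−5.00 and −5.99) lower. *Lcn2* changed by −7.27 in WT and was at least 161-fold lower in RPMs labelled *Il1rl1*-/-. In WT, the mouse number as a block gave 6.94 for *Spic*, 2.90 for *Treml4*, 9.64 for *Vcam1*, 7.06 for *Hmox1*, 3.44 for *Adgre1*, −1.56 for *Bach1*, −5.00 for *Itgam*, and −7.26 for *Lcn2*, at a correlation of same-numbered libraries of r = 0.097. In pre-RPMs, *Spic* changed between genotypes by −0.24 (edgeR's adjusted p = 0.779) and *Vcam1* by −2.35 (edgeR's adjusted p = 0.266).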
